# Expression Profiling of a Genetic Animal Model of Depression Reveals Novel Molecular Pathways Underlying Depressive-Like Behaviours

**DOI:** 10.1371/journal.pone.0012596

**Published:** 2010-09-07

**Authors:** Ekaterini Blaveri, Fiona Kelly, Alessandra Mallei, Kriss Harris, Adam Taylor, Juliet Reid, Maria Razzoli, Lucia Carboni, Chiara Piubelli, Laura Musazzi, Girogio Racagni, Aleksander Mathé, Maurizio Popoli, Enrico Domenici, Stewart Bates

## Abstract

**Background:**

The Flinders model is a validated genetic rat model of depression that exhibits a number of behavioural, neurochemical and pharmacological features consistent with those observed in human depression.

**Principal Findings:**

In this study we have used genome-wide microarray expression profiling of the hippocampus and prefrontal/frontal cortex of Flinders Depression Sensitive (FSL) and control Flinders Depression Resistant (FRL) lines to understand molecular basis for the differences between the two lines. We profiled two independent cohorts of Flinders animals derived from the same colony six months apart, each cohort statistically powered to allow independent as well as combined analysis. Using this approach, we were able to validate using real-time-PCR a core set of gene expression differences that showed statistical significance in each of the temporally distinct cohorts, representing consistently maintained features of the model. Small but statistically significant increases were confirmed for cholinergic (chrm2, chrna7) and serotonergic receptors (Htr1a, Htr2a) in FSL rats consistent with known neurochemical changes in the model. Much larger gene changes were validated in a number of novel genes as exemplified by TMEM176A, which showed 35-fold enrichment in the cortex and 30-fold enrichment in hippocampus of FRL animals relative to FSL.

**Conclusions:**

These data provide significant insights into the molecular differences underlying the Flinders model, and have potential relevance to broader depression research.

## Introduction

Major depressive disorder is a common disease, with a lifetime prevalence of up to 20% [1]. Although several animal models of depression have been developed, a model that replicates all of the aetiological factors causing depression in humans is currently lacking [2]. Flinders rats are a genetic model of depression, derived by selective breeding of Sprague-Dawley (SD) rats for their hypersensitivity or resistance to treatment with the anticholinesterase diisopropylfluorophosphate (DFP) [3]–[4] to derive Flinders Sensitive (FSL) and Flinders Resistant (FRL) lines [5]. The FSL rat shows many key behavioural features of depression in humans including a reduction in general activity, appetite and latency of REM sleep, immune abnormalities [3]–[6] and cholinergic hypersensitivity and serotonergic/dopaminergic abnormalities [7]. The usefulness of Flinders rats as a genetic model of some aspects of human depression is evident, however we have only an incomplete understanding of the molecular mechanisms underlying the behavioural abnormalities.

Despite its widespread adoption in other fields, transcriptional profiling has been employed only relatively infrequently in studies of human depression [8]–[12]. A number of studies reporting the use of gene expression profiling to study rodent models of depression have been seen including stress models [13]–[16], genetic susceptibility [17] and surgically induced models of depression [18]–[20]. Finally, a recent study [20] looked for consistency of gene expression changes in depression induced by pharmacological and surgical intervention. What has been particularly notable from these reports has been the lack of commonly regulated gene changes across different models and indeed within the same model across studies. There may be many reasons to account for these differences, either relating to the complexity of the models themselves, the power of the studies, the magnitude of the gene changes or the technical aspects of generating gene expression signatures.

In this study, genome-wide expression profiling of the hippocampus (HIP) and the prefrontal/frontal cortex (P/FC) of Flinders model was evaluated to identify the molecular and cellular pathways related to the pathophysiology of the depression-like phenotype in this model. The study was performed in two independent and temporally distinct cohorts of animals, with each cohort in the study well-powered to identify the subtle changes typical in these models. Using this novel well-powered approach, we were able to identify consistently maintained gene changes both within and across brain regions. The genes identified provide additional insights into the neurobiological processes underlying the behavioural abnormalities of Flinders Model, and molecular basis of the depressive phenotype.

## Results

### Study Design

Several gene expression studies on both human depression and rodent models of depression have clearly shown that brain transcriptional responses to depression or depression-like models are generally small in magnitude, variable in response and show little consistency between studies. At the outset of this study then, we decided to establish two independent cohorts of animals to allow us to identify gene expression differences that were consistently maintained across such temporally distinct cohorts. Based on power calculation from previous rodent studies and our expectation of low magnitude gene expression differences (typically below 2-fold in magnitude), the study was designed with at least 8 animals from each line in both cohorts. Following breeding, cohort one was established with 12 FRL and 9 FSL animals, while the second cohorts (6 months later) was made up of 10 FRL and 8 FSL animals.

### Behavioural Testing - Forced swim test

Before proceeding to microarray analysis, animals from each cohort were independently tested to monitor their responses to the forced swim test paradigm. Both cohorts of animals showed significant differences in response between FRL and FSL lines, FSL rats being significantly more immobile than FRL rats (immobility time: cohort 1: FSL 160.3±15.6 s; FRL 98.1±14.5s, ANOVA F(1,19) = 8.31, p-value for: 0.0095; cohort 2:FSL 99.8±23.1s; FRL: 41.0±7.9s, ANOVA F(1,15) = 6.37, p-value 0.023). Results across the two cohorts were combined and the statistically significant difference between lines was confirmed (F(1,35) = 15.10, p<0.001) despite a significant contribution to the observed variability due to the animal cohort component ((F1,35) = 14.10, p<0.001). These data confirm that there are clear behavioural differences between the FRL and FSL animals in both cohorts within our study.

### Gene Expression Profiling

Following the forced swim test animals were allowed 1 week to recover before samples were collected for gene expression profiling. The majority of available data show that most stress related parameters return to normal levels shortly after exposure to the forced swim test [21], [22], but we cannot rule out the possibility that some residual effects of the stress could contribute to the gene expression profiles. After the rest period, animals were sacrificed and both hippocampal (HIP) and prefrontal/frontal cortex (P/FC) samples harvested for RNA isolation. 

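RNA of the hippocampus (HIP) and of the prefrontal/frontal cortex (P/FC) was measured on Affymetrix rat arrays that summarise each transcript by 1 or more probesets. FSL rats are the Flinders Sensitive Line, bred as a model of depression-like behaviour, and FRL rats are the Flinders Resistant Line, its control. Each region was measured on 39 arrays, with 12 FRL and 9 FSL rats in cohort 1 and 10 FRL and 8 FSL rats in cohort 2. The authors normalised the arrays in Rosetta Resolver 5.1, and the values are background-subtracted intensities on a linear scale, of which 16116 of 2425720 lie at or below 0. The median intensity of an array ranged from 56.8 to 63.0 in HIP and from 60.8 to 66.0 in P/FC, and the share of probesets above 30 ranged from 69.8% to 74.2%. Here values under 1 were set to 1 and taken to the log2 scale. Probesets were kept, as in the methods, where the intensity was above 30 in at least 50% of the arrays of each line, which left 21630 of 31042 in HIP and 22370 in P/FC. Line and cohort entered a limma model for each region, with contrasts between FSL and FRL within each cohort and over both cohorts with equal weight. A change is the log2 ratio of FSL to FRL, and a p adjusted by Benjamini and Hochberg's method covers all kept probesets of the region. The labels do not give the labelling batch that the paper's model included, and the number of arrays limits the precision of every value. Gapdh, a glycolytic enzyme with control probesets near the 3' and the 5' end of its transcript, differed between the lines in its ratio of 3' to 5' signal in P/FC of cohort 1, and its other differences did not pass when adjusted. In P/FC the log2 ratio in cohort 1 was 0.74 ± 0.05 (SD, n = 9) in FSL and 0.83 ± 0.09 (SD, n = 12) in FRL (two-sided exact permutation test, p = 0.00743, adjusted over 8 tests 0.0198). In cohort 2 it was 0.82 ± 0.05 (SD, n = 8) in FSL and 0.92 ± 0.11 (SD, n = 10) in FRL (exact permutation p = 0.0291, adjusted 0.0582). In HIP the ratio had a mean difference of -0.04 in cohort 1 (exact permutation p = 0.165) and of -0.04 in cohort 2 (exact permutation p = 0.235), and neither passed. Actb, the cytoskeletal beta-actin, had a lower ratio in FSL in HIP of cohort 1 (0.60 against 0.72, exact permutation p = 4.49e-04, adjusted 0.00359) and of cohort 2 (0.73 against 0.82, exact permutation p = 0.00425, adjusted 0.0170). In P/FC the difference of the Actb ratio was -0.09 in cohort 1 (exact permutation p = 0.0383, adjusted 0.0612) and -0.03 in cohort 2 (exact permutation p = 0.762), where 3 of 8 FSL rats lay below the FRL median.

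**Figure D1:**
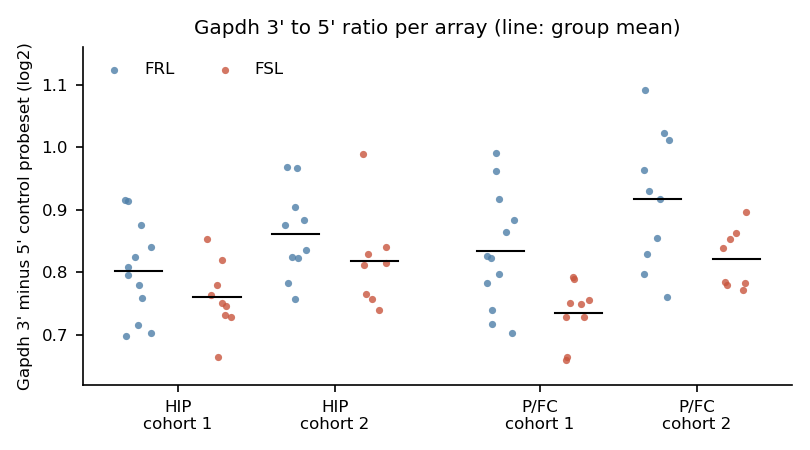
The log2 ratio of the 3' to the 5' control probeset of Gapdh in each array, by region, cohort and line. Each point is 1 array and the bar is the mean of its group, which in P/FC of cohort 1 is 0.74 in FSL and 0.83 in FRL.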

Efforts were made to eliminate all potential sources of variability (see materials and methods) in both animal handling, sample processing and data generation. While consistency was maintained within each cohort, reagents varied between cohorts, therefore any overlap in gene expression between cohorts is likely to represent biologically conserved differences.

### Analysis of Gene Expression Data

A mixed model ANOVA was fitted to the data to estimate the effects of rat line, cohort and labelling batch. Contrast analysis between factor levels were performed for each probeset to estimate the differences and measure the statistical significance. Due to the distinct expression signatures for each brain region, data for HIP and P/FC were analysed separately. 

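HIP and P/FC arrays differed in the level of most transcripts. The paper states that the regions were processed separately, so that region and processing cannot be told apart in these differences. Prox1, a transcription factor of dentate granule cells, had an intensity of 406 ± 37.1 (SD, n = 39 arrays) in HIP and 118 ± 11.6 (SD, n = 39) in P/FC, a log2 difference of P/FC minus HIP of -1.78 (SE 0.0314). Nr3c2, the mineralocorticoid receptor of hippocampal neurons, was at 433 ± 44.7 (SD) and 118 ± 19.6 (SD), a difference of -1.86. Some markers of striatal projection neurons were on the other side. Drd1, a dopamine receptor, was at 53.0 ± 10.2 (SD) in HIP and 202.4 ± 132 (SD) in P/FC, and Penk, the enkephalin precursor, was at 251 ± 51.0 (SD) and 1009.7 ± 641 (SD). The SD of Drd1 and Penk over the P/FC arrays is more than 10 times that in HIP, so that the P/FC samples held these transcripts in unequal amounts. Not all markers followed their region: Iyd, an iodotyrosine deiodinase taken as a hippocampal marker, was higher in P/FC (0.84, adjusted p = 1.11e-26), and the striatal adenosine receptor Adora2a did not pass (0.29, adjusted p = 0.0977). Of 20963 probesets kept in both regions, 14582 (69.6%) differed between the regions at an adjusted p under 0.05 from limma, 10168 with the higher level in P/FC and 4414 in HIP. In a principal component analysis of the 78 arrays, the first component held 34.3% of the variance and separated the regions without overlap, from 17.7 to 33.2 in HIP and from -30.5 to -17.4 in P/FC.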

In line with our expectations, the number of differentially regulated probesets was small, while individual changes were generally low in magnitude (with some notable exceptions). 

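Single transcripts of neurons, astrocytes and microglia differed between the lines in both regions. Stmn2, a tubulin-binding protein of growing neurites, was higher in FSL (log2 0.20, SE 0.0298, adjusted p = 1.07e-05 in HIP and log2 0.29, SE 0.0361, adjusted p = 2.41e-07 in P/FC). Slc1a3, the glutamate transporter of astrocytes, was lower (-0.10, adjusted p = 0.00350 in HIP and -0.28, adjusted p = 5.29e-04 in P/FC), and so was Ctss, a lysosomal protease of microglia (-0.17, adjusted p = 1.96e-04 and -0.28, adjusted p = 5.96e-04). Map2, a microtubule protein of dendrites, was also lower (-0.11, adjusted p = 0.0283 and -0.18, adjusted p = 0.00189). Over both cohorts, 1586 probesets in HIP (7.33%) passed an adjusted p of 0.05 from limma, 693 of them higher and 893 lower in FSL. In P/FC 4166 (18.6%) passed, 2183 higher and 1983 lower, and 1150 probesets passed in both regions. With the first residual component as a covariate the HIP count was 2389, and with the Gapdh 3' to 5' ratio as a covariate, chosen after the data were seen, the P/FC count was 853. With the Actb 3' to 5' ratio as a covariate, also chosen after the data were seen, the HIP count was 442. Ratios shuffled within line and cohort left a median of 687 calls (lowest 407). The median change fell from 0.199 to 0.163 and the standard error grew 1.28-fold. A call lost in HIP with the Actb ratio, here or below, thus does not by itself tie the gene to RNA quality. Slc1a3, Ctss and Map2 did not pass in HIP with the Actb ratio. With that ratio Slc1a3, Ctss and Map2 did not pass in P/FC, and with the mean of all probesets of a gene Slc1a3 had a change of 0.10 in HIP and did not pass in P/FC, nor did Map2 in either region.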

Broadly similar results were seen with both brain regions, although slightly more changes were seen in P/FC than in HIP. In order to favour biologically maintained gene expression changes, we filtered the data to identify genes that were significantly regulated (p≤0.05) in each of the two cohorts, rather than relying on overall statistical significance in the study. Although limiting the analysis to probesets showing statistical significance in both cohorts is rather conservative, we reasoned that it removes biases based on large response in any one cohort and favours the identification of biologically relevant expression changes.

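In HIP, transcripts of astrocytes tended to be lower in FSL rats. Those of microglia and immediate early genes had mostly negative changes and those of inhibitory interneurons positive ones, but most of these genes did not pass singly. Of 10 astrocyte markers, 7 were lower, 0 were higher and 3 did not pass an adjusted p of 0.05 (9 lower when adjusted over the list alone). They include the growth factor receptor Fgfr3 (-0.24, adjusted p = 0.00109) and the water channel Aqp4 (-0.20, adjusted p = 2.40e-04). The list passed limma's camera test of a set against all other genes (adjusted p = 3.82e-06, and adjusted p = 0.0364 with an estimated correlation). Among 14 immediate early genes, which neurons switch on with activity, 3 were lower and 11 did not pass (4 lower when adjusted over the list alone, camera adjusted p = 0.0161, adjusted p = 0.452 with an estimated correlation). Arc, which acts at active synapses, was at 424 ± 105 (SD, n = 22) in FRL and 297 ± 72.3 (SD, n = 17) in FSL (log2 -0.52, SE 0.102, adjusted p = 6.50e-04), Fos had a change of -0.63 and Ier2 of -0.35. Of 13 microglia markers, 3 were lower, 1 was higher and 9 did not pass (4 lower and 1 higher when adjusted over the list alone, camera adjusted p = 0.0152, adjusted p = 0.319 with an estimated correlation), with Tmem176b, an ion channel of myeloid cells, at -0.17 and the purine receptor P2ry12 at 0.20. Of 9 carbonic anhydrases, which convert carbon dioxide to bicarbonate, 3 were lower and 6 did not pass (4 lower when adjusted over the list alone, camera adjusted p = 0.0150, adjusted p = 0.109 with an estimated correlation), Car2 of glia among them (-0.21, adjusted p = 0.00883). They include Car3, which the study named from these samples, so that its place in the list is not independent evidence of a direction. Gad1, which makes GABA, was the single interneuron marker of 9 that passed (0.14, adjusted p = 0.00164), with 2 higher when adjusted over the list alone (camera adjusted p = 0.0150, adjusted p = 0.208 with an estimated correlation). At the unadjusted threshold of 0.05, 3134 probesets differed between the lines in cohort 1 (1396 higher and 1738 lower) and 2981 in cohort 2 (1370 and 1611), where 1081.5 would be expected in each if no probeset differed. Other splits of the rats within cohort gave a median of 1119 and at most 3183 in cohort 1, and 572 and at most 2797 in cohort 2. A filter of 100 in each line gave 1967 in cohort 1 and ended the calls of the immediate early genes and the carbonic anhydrases, at medians of similar size. The carbonic anhydrases also lost theirs without a filter, at a like median, and the immediate early genes with the Gapdh ratio as a covariate. That covariate also ended the calls of Fos, Ier2 and P2ry12, no filter and tissue marker scores that of Fos, and the mean of all probesets of a gene those of Aqp4 and P2ry12, while the astrocyte list kept its call in every setting run. With the Actb ratio as a covariate cohort 2 had 1962, and the microglia and interneuron lists (medians of -0.054 and 0.062), Fgfr3, Car2, Gad1, Tmem176b, Fos, Ier2 and P2ry12 lost their calls.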

In HIP, 3,748 probesets were identified as differentially expressed between the FSL and FRL rats in the first cohort and 3,799 probe sets in the second cohort (at this p-value (<0.05) we would expect to find 1555 probesets changing by chance). However, when we looked between cohorts we found that approximately 40% of the probesets were significantly regulated in both cohorts (1,493 probesets (expect 78 by chance)) with a remarkable 98% concordance in the directionality of the gene changes (Figure 1 and supplementary tables S1 and S2). 

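Genes that changed in both cohorts of HIP include a chaperone, a glutamate receptor and a leucine zipper protein. Dnajb6, a co-chaperone of protein folding, was at 499 ± 146 (SD, n = 22) in FRL and 957 ± 324 (SD, n = 17) in FSL, with a log2 change of 0.90 in cohort 1 and 0.95 in cohort 2. Grm5, a metabotropic glutamate receptor, was lower by -0.60 and -0.83, and Tsc22d4, a transcription regulator, by -1.01 and -1.64. Another kept probeset of Tsc22d4 had a change of -0.10 over both cohorts and did not pass (adjusted p = 0.0881). At p of 0.05 in each cohort, 1065 probesets passed in both, which is 34.0% of those of cohort 1 and 35.7% of those of cohort 2, where 432 would be shared if the lists were independent. Of these, 1049 (98.5%) changed with the same sign, 462 higher and 587 lower in FSL, and 16 with opposite signs. Across all kept genes the changes of the cohorts had a correlation of 0.54, though genes are not independent replicates. No probeset differed in its line change between the cohorts at an adjusted p under 0.05 from limma (0 probesets, 936 at an unadjusted p of 0.05, smallest adjusted p 0.141). The smallest p belonged to a probeset with no gene name, at -0.46 in cohort 1 and -2.38 in cohort 2. A count of 675 in both cohorts was left with the Actb ratio as a covariate.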

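In P/FC of FSL rats, transcripts of astrocytes tended to be lower. Those of microglia, blood vessels, oligodendrocyte precursors and immediate early genes had mostly negative changes, but most of these genes did not pass singly. Some of antioxidant enzymes and striatal neurons were higher. Of 10 astrocyte markers, 9 were lower and 1 did not pass (9 lower when adjusted over the list alone, camera adjusted p = 2.97e-06, adjusted p = 0.263 with an estimated correlation), Aldh1l1, a folate enzyme, at -0.35 and Gfap, the astrocyte filament, at -0.27 among them. Of 14 microglia markers, 5 were lower and 9 did not pass (6 lower when adjusted over the list alone, camera adjusted p = 4.38e-05, adjusted p = 0.263 with an estimated correlation), and Csf1r, the receptor microglia need to survive, was at 384 ± 51.1 (SD, n = 22) in FRL and 312 ± 16.9 (SD, n = 17) in FSL (log2 -0.29, SE 0.0503, adjusted p = 1.06e-04). Of 12 endothelial and mural markers, 4 were lower and 8 did not pass (6 lower when adjusted over the list alone, camera adjusted p = 0.00574, adjusted p = 0.382 with an estimated correlation), with the angiopoietin receptor Tek at -0.28 and the clotting protein Vwf at -0.60. Of 5 oligodendrocyte precursor markers, Pdgfra (-0.33) and Cspg4 (-0.31) were lower and 3 did not pass (3 lower when adjusted over the list alone, camera adjusted p = 0.0335, adjusted p = 0.263 with an estimated correlation). Of 15 immediate early genes, 7 were lower and 8 did not pass (11 lower when adjusted over the list alone, camera adjusted p = 0.00152, adjusted p = 0.382 with an estimated correlation). Arc was at 888 ± 365 (SD) in FRL and 515 ± 279 (SD) in FSL (-0.88, adjusted p = 0.00106), and the transcription factors Egr2 (-0.58), Nr4a1 (-0.52) and Egr1 (-0.32) were lower with it. Of 21 antioxidant enzymes, 9 were higher, 2 were lower and 10 did not pass (9 higher and 3 lower when adjusted over the list alone, camera adjusted p = 0.0461, adjusted p = 0.263 with an estimated correlation). The peroxiredoxin Prdx5 was at 796 ± 77.5 (SD) in FRL and 977 ± 47.8 (SD) in FSL (0.31, adjusted p = 4.92e-08), the mitochondrial superoxide dismutase Sod2 rose by 0.25, and the quinone reductase Nqo1 fell by 0.22 on the log2 scale. Of 11 striatum markers, 2 were higher and 9 did not pass (2 higher when adjusted over the list alone, camera adjusted p = 0.0297, adjusted p = 0.552 with an estimated correlation), the peptide precursor Tac1 at 0.89 and Drd1 at 0.76, and the median change of the list was 1.04 in cohort 1 and 0.0850 in cohort 2. At the unadjusted threshold of 0.05, 5163 probesets differed in cohort 1 (2563 higher and 2600 lower) and 4430 in cohort 2 (2344 and 2086), where 1118.5 would be expected in each if no probeset differed. Other splits of the rats within cohort gave a median of 936 and at most 3598 in cohort 1, and 693 and at most 3077 in cohort 2. The lower mean Gapdh 3' to 5' ratio of FSL stands beside all of these gene groups in this region. With that ratio as a covariate the counts were 3427 and 2335, the antioxidant and striatum lists lost their calls, as they and the vessel and precursor lists did with a filter of 100 in each line and the antioxidant list with no filter, and so did Vwf, Pdgfra, Cspg4, Egr1, Egr2, Nqo1, Tac1 and Drd1, while Arc, Csf1r, Tek, Prdx5 and Sod2 kept theirs. The filter of 100 left slightly larger median changes in the vessel and precursor lists and smaller ones in the antioxidant and striatum lists. The antioxidant and striatum lists (adjusted p = 0.0524 and 0.0529), Tac1 and Drd1 did not pass with the Actb ratio either, at changes nearly as large (0.11 and 0.47 in the median of the lists, 0.74 and 0.68), and the antioxidant list lost its call with tissue marker scores (0.031 in the median), with each cohort fitted separately and with the first residual component.

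**Figure D2:**
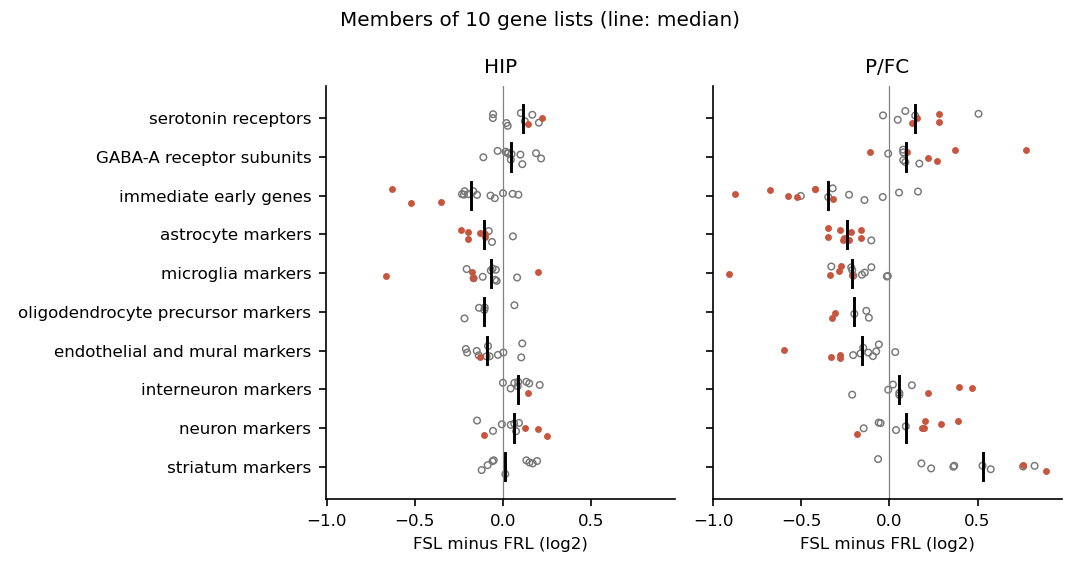
The log2 change of FSL over FRL of each member of 10 gene lists in HIP and P/FC. Each point is 1 gene, filled points have an adjusted p under 0.05 from limma, and the line is the median of the list, which for the astrocyte markers is -0.11 in HIP and -0.24 in P/FC.

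**Figure D3:**
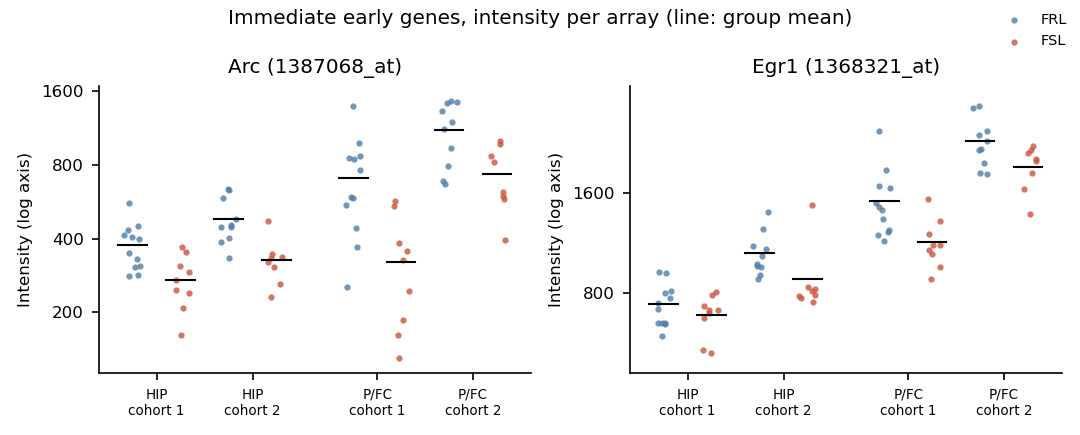
Intensity of Arc and Egr1 in each array by region, cohort and line, on a log axis. Each point is 1 array and the bar is the mean of the group, and Arc in P/FC has a mean of 888 in FRL and 515 in FSL over both cohorts.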

In P/FC there were 6,288 probesets identified as differentially expressed between the FSL and FRL rats in the first animal cohort and 5,338 probe sets in the second (at this p-value (<0.05) we would expect to find 1555 probesets changing by chance). Again in P/FC we found a more than 50% overlap (2,780 probesets (expect 78 by chance)) between cohorts, and 99% concordance in the directionality of responses (Figure 1).

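Genes that passed in both cohorts of P/FC include enzymes, a synaptic protein and a stress hormone enzyme. Ephx2, an epoxide hydrolase of fatty acid signals, was at 103 ± 28.0 (SD, n = 22) in FRL and 38.4 ± 9.12 (SD, n = 17) in FSL, with a log2 change of -1.28 in cohort 1 and -1.53 in cohort 2. Cplx3, a complexin that acts on vesicle fusion, was at 34.0 ± 11.0 (SD) in FRL and 60.1 ± 10.2 (SD) in FSL, with changes of 0.68 and 1.11. Hsd11b1, which regenerates active glucocorticoid, was lower by -0.42 and -0.47, and Maob, which breaks down monoamines, by -0.19 and -0.30. In all, 2219 probesets passed in both cohorts, 43.0% of those of cohort 1 and 50.1% of those of cohort 2, where independent lists would share 1022. Of these, 2207 (99.5%) changed with the same sign, 1155 higher and 1052 lower, and 12 with opposite signs. The correlation of the changes of the cohorts across genes was 0.61. The test of the difference between the cohorts called 0 probesets in limma, with 1036 at an unadjusted p of 0.05 and a smallest adjusted p of 0.998. With the Gapdh 3' to 5' ratio as a covariate 942 probesets passed in both cohorts, and Ephx2, Cplx3, Hsd11b1 and Maob kept their calls over both cohorts.

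**Figure D4:**
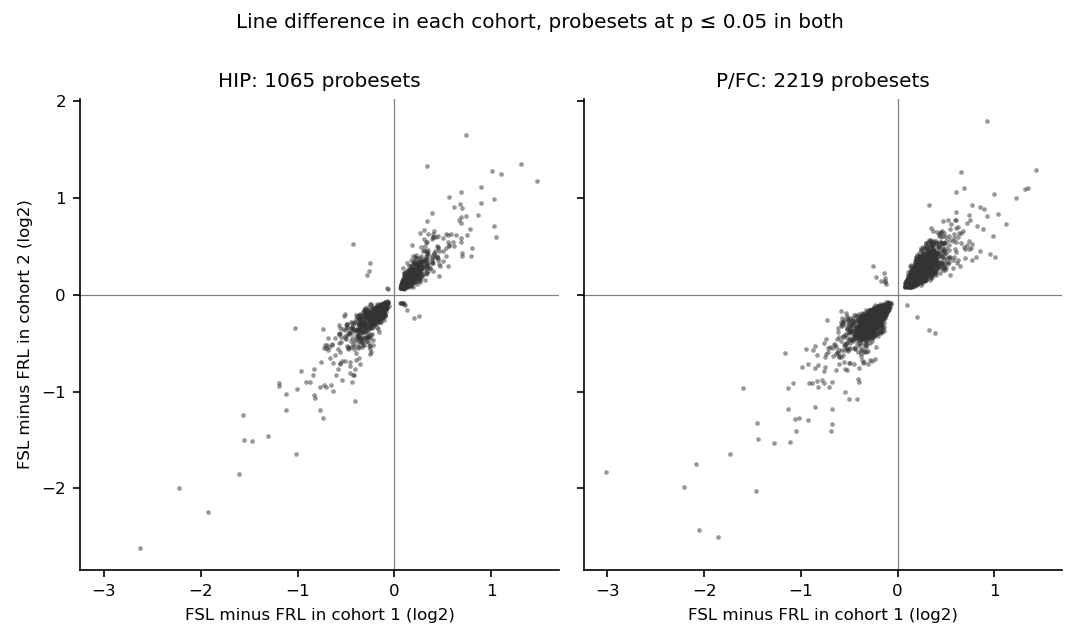
The log2 change of FSL over FRL in cohort 1 against that in cohort 2 for the 1065 probesets of HIP and the 2219 of P/FC that passed in both cohorts. Each point is 1 probeset, and 16 points in HIP and 12 in P/FC lie where the signs differ.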

**Figure 1:**
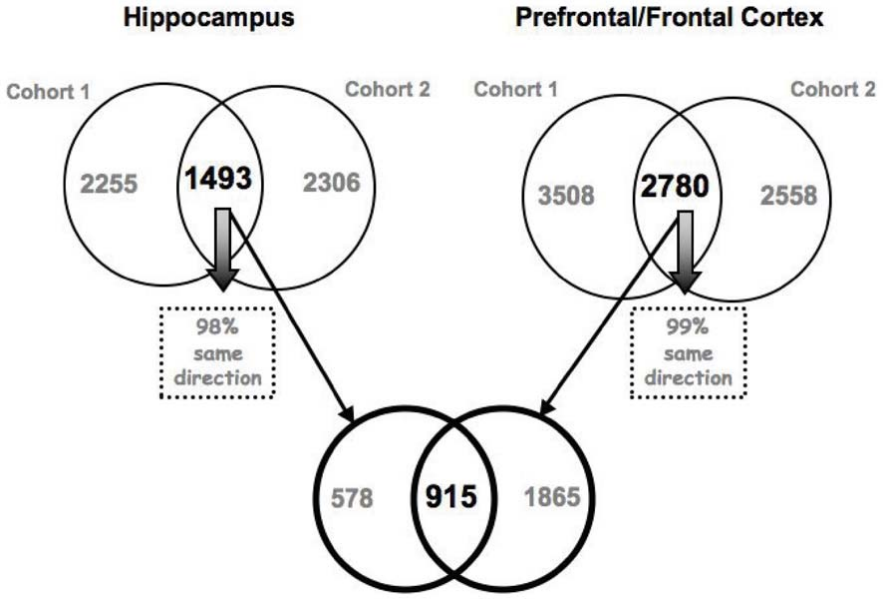
Gene expression summary. Venn diagram showing the number of probesets that were significantly regulated at p-value≤0.05 in HIP and P/FC from cohort 1 and cohort 2. Total number of probesets from each comparison are listed under each cohort, while numbers within the circles represent the breakdown of these figures with respect to each group: number of probesets in common highlighted in bold, while number of probesets specific to each cohort are coloured grey. Concordance in the directionality of response in the common changes is indicated by the arrows.

Although not necessarily indicative of phenotypic relevance, we also looked at the overlap in gene expression profiles between HIP and P/FC. 

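Single genes of several functions changed in both regions and both cohorts. Atic, an enzyme of purine synthesis, was higher in FSL by 0.73 in HIP and 0.93 in P/FC on the log2 scale (adjusted p = 3.81e-04 and 4.82e-06). Prep, a protease of neuropeptides, was higher by 0.69 and 0.54, and Scarb2, a receptor of the lysosomal membrane, by 0.55 and 0.69. Another kept probeset of Prep did not pass in HIP (0.08, adjusted p = 0.323). Esyt2, which tethers the endoplasmic reticulum to the plasma membrane, was lower, with changes of -0.31 and -0.38. In P/FC its change was -0.59 in cohort 1 and -0.17 in cohort 2, a difference that did not pass in limma (adjusted p = 0.998). Of the 1065 and 2219 probesets that passed in both cohorts of HIP and of P/FC, 644 passed in all 4 comparisons, where 109 would be shared if the lists of the regions were independent, though the paper takes both regions from the same animals. They make up 60.5% of the probesets of HIP and 29.0% of those of P/FC. With the Gapdh 3' to 5' ratio as a covariate the count was 360, and with that of Actb it was 323 and Scarb2 lost its call in HIP.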

Of the 1,493 probesets in the HIP and 2,780 probesets in P/FC that were validated across both cohorts, 915 (or 61% of HIP differences) were differentially regulated across both brain regions in both cohorts (expect 4 by chance). Again, there was an almost complete concordance in the directionality of the response (99%) across all comparisons. 

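Of the 644 probesets, 642 (99.7%) had the same sign in all 4 comparisons, 299 higher and 343 lower in FSL. Chi3l1, a secreted glycoprotein of reactive glia, was higher in HIP (129 ± 12.4 (SD, n = 22) in FRL and 217 ± 27.2 (SD, n = 17) in FSL, log2 0.75) and in P/FC (128 ± 28.4 (SD) in FRL and 199 ± 18.1 (SD) in FSL, log2 0.65). Bmp3, a secreted growth factor, was higher by 0.82 in HIP and 0.76 in P/FC. A probeset with no gene name in the probe table was lower by -2.11 and -1.92, and no FSL rat overlapped an FRL rat in either region. Across the 20963 probesets kept in both regions, the changes in HIP and P/FC over both cohorts had a correlation of 0.72 across genes. The call of Bmp3 in HIP ended with the Actb ratio as a covariate.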

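The smallest p for a difference between the regions was that of a probeset with no gene name, at 548 ± 49.8 (SD, n = 22) in FRL and 779.5 ± 48.0 (SD, n = 17) in FSL in P/FC (log2 0.51, SE 0.0399, adjusted p = 4.18e-12) and with a change of 0.01 in HIP (adjusted p = 0.878). Pstpip1, a cytoskeletal adaptor of blood cells, was lower in P/FC (-0.59) and had a change of 0.07 in HIP. Col6a1, a collagen chain, was lower in both regions, with a larger change in P/FC by a log2 difference of -0.94 (adjusted p = 7.06e-06). Prss23, a secreted protease, was higher in HIP (0.56) with -0.13 in P/FC, and Irf2bpl, a transcription regulator, was lower in HIP (-0.26) with 0.05 in P/FC. In all, 14 probesets had a line change that differed between the regions at an adjusted p under 0.05 from limma, and 1664 passed at an unadjusted p of 0.05. Of the probesets that passed in both cohorts, 421 did so in HIP alone and 1575 in P/FC alone, and the test of the difference called 3 and 6 of them. Of those kept in both regions, 390 of 407 (95.8%) and 1473 of 1531 (96.2%) had the same sign in the other region. The count of 14 was 6 with a filter of 100 in each line, 7 with the Gapdh ratio, 9 with the Actb ratio and 9 with tissue marker scores as covariates, all 3 chosen after the data were seen, and with the Gapdh ratio 542 passed in HIP alone and 582 in P/FC alone.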

A number of expression differences, however, did not show statistically significant changes in both brain regions, with 578 probesets significant only in the HIP and 1,865 only in P/FC (Figure 1).

These data suggest that the gene expression differences we have identified are consistently represented in this model across both cohorts and, in a large subset, also across brain regions. However, the magnitude of the differences was typically (although not exclusively) modest with the vast majority of changes less than 2-fold, in line with our expectations (Supplementary tables S1 and S2). 

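Rab3b, a GTPase of synaptic vesicles, was higher in FSL in both regions (0.30, adjusted p = 0.00544 in HIP and 0.42, adjusted p = 0.00168 in P/FC), and Tmem176b was lower in P/FC (-0.34, adjusted p = 2.51e-04) as in HIP. Neither passed in HIP with the Actb ratio as a covariate. From the overlap of the probesets between the cohorts and between the regions, and from the shared direction of the changes, the paper proposes that the differences are represented consistently in this model.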

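Most of the line differences were small in both regions. Ccn3, a matricellular protein, was at 653 ± 164 (SD, n = 22) in FRL and 988 ± 197 (SD, n = 17) in FSL in HIP, a 1.52-fold rise, and Tpd52, a protein of vesicle trafficking, rose 1.43-fold there and 1.45-fold in P/FC. Of the 1049 probesets of HIP with the same sign in both cohorts, 62.1% changed less than 1.2-fold and 98.0% less than 2-fold, with a median of 1.162-fold. Of the 2207 of P/FC, 56.0% changed less than 1.2-fold and 98.8% less than 2-fold, with a median of 1.19-fold. Changes of 2-fold or more were seen in 21 probesets of HIP (7 higher and 14 lower) and in 27 of P/FC (6 higher and 21 lower). Ccn3 and Tpd52 lost their calls in HIP with the Actb ratio as a covariate.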

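Probesets of a single gene did not always change by a like amount. Cntnap2, a neurexin-like adhesion protein of axons, was higher by 0.72 in HIP and 1.02 in P/FC at the probeset with the largest change, by 0.33 and 0.61 at another, and had changes of -0.04 (adjusted p = 0.499) and 0.10 (adjusted p = 0.0613) at its brightest. Grm5 was lower at a dimmer probeset by -0.46 in HIP (adjusted p = 0.00102), and this probeset had a change of -0.20 in P/FC (adjusted p = 0.312). Gabbr1, a GABA B receptor subunit chosen here after its values were seen, was lower by -0.60 in HIP and -0.61 in P/FC at 1 probeset, while its other 4 kept probesets had changes from -0.04 to 0.01 in HIP and from -0.17 to 0.05 in P/FC. Among genes with at least 2 called probesets, these changed in a single direction for 70 of 80 in HIP (87.5%) and 295 of 315 in P/FC (93.7%). The probe table gives a single gene symbol for 20826 probesets, several for 436 and none for 9780. Both calls of Cntnap2 in HIP ended with the Actb ratio as a covariate.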

All analyses were performed at the probeset level, which is a summary of the 11 individual pairs of oligos on the array, so while differential hybridisation is likely to reflect expression of transcripts in most cases, we cannot rule the possibility that sequence polymorphisms could account for some of the observed differences. Encouragingly, amongst the genes identified as changing consistently were some with known roles in cholinergic and serotonergic signalling, mechanisms that have previously been shown to be dysfunctional in the Flinders model (Supplementary table S3). These included the serotonin receptor 1a (Htr1a) and cholinergic receptors, muscarinic receptor 2 (Chrm2) and nicotinic receptor alpha 7 (Chrna7), which showed small but significantly higher expression in the P/FC of the FSL animals, while serotonin receptor 2a (Htr2a) was expressed at higher levels in the HIP of FSL animals. 

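Some of the receptors for serotonin and acetylcholine had slightly higher levels in FSL rats. Htr1a, a serotonin receptor that inhibits neuronal firing, was at 68.0 ± 15.4 (SD, n = 22) in FRL and 88.5 ± 13.8 (SD, n = 17) in FSL at its dimmest probeset in P/FC (log2 0.40, SE 0.0897, adjusted p = 0.00185), higher than the FRL median in 17 of 17 FSL rats, and at 189 ± 32.5 (SD) in FRL and 226 ± 26.4 (SD) in FSL in HIP (log2 0.28, SE 0.0707, adjusted p = 0.0100). Its middle and its brightest probeset were higher in P/FC (0.29, adjusted p = 6.06e-04 and 0.13, adjusted p = 0.0377) and did not pass in HIP (0.17, adjusted p = 0.112 and 0.17, adjusted p = 0.270). Chrm2, a muscarinic receptor that lowers transmitter release, was, at its brighter probeset, at 76.4 ± 10.5 (SD) in FRL and 92.2 ± 10.3 (SD) in FSL in P/FC (log2 0.27, SE 0.0541, adjusted p = 4.89e-04), and its change in HIP was 0.15 (adjusted p = 0.284). Chrna7, a calcium-permeable nicotinic receptor subunit, was higher at its brighter probeset in HIP (log2 0.25, SE 0.0666, adjusted p = 0.0141) and in P/FC (0.21, adjusted p = 0.0175), and at its dimmer probeset in P/FC (0.21, adjusted p = 0.0432). Htr2a, an excitatory serotonin receptor, was at 43.9 ± 7.81 (SD) in FRL and 50.1 ± 5.86 (SD) in FSL in HIP at the probeset that is dimmer in P/FC, a change of 0.21 (SE 0.0681, adjusted p = 0.0570, and 0.0454 with quantile normalisation), with p = 0.0241 in cohort 1 and p = 0.0598 in cohort 2. Its other probeset was higher in P/FC (0.28, adjusted p = 0.0348) and was not kept in HIP, where its mean was 28.8 in FRL and 38.8 in FSL. With the Gapdh 3' to 5' ratio as a covariate, the changes in P/FC of Htr1a, Htr2a and Chrna7 did not pass (0.19 at the dimmest probeset of Htr1a, 0.08 at the brighter of Htr2a and 0.16 at the brighter of Chrna7), and that of Chrm2 did. The calls of the brightest probeset of Htr1a and of the dimmer of Chrna7 in P/FC also ended without the intensity filter and with tissue marker scores as covariates, and those of the dimmest probeset of Htr1a in HIP and of the brighter of Htr2a in P/FC with the mean of the probesets of the gene. With the Actb ratio as a covariate the calls of the dimmest probeset of Htr1a and of the brighter of Chrna7 in HIP ended, and in P/FC those of the brightest of Htr1a, of the brighter of Htr2a and of both of Chrna7.

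**Figure D5:**
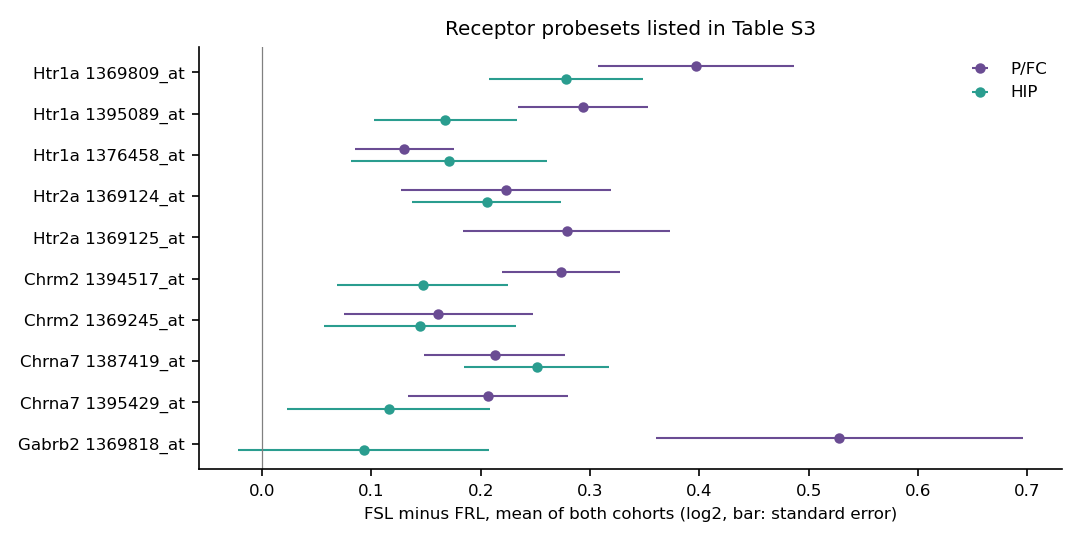
The log2 change of FSL over FRL for probesets of serotonin, acetylcholine and GABA A receptors of Table S3, in HIP and P/FC. Points are the estimates over both cohorts, bars are 1 standard error, and the probeset of Htr2a that was not kept in HIP is shown for P/FC alone, at 0.28.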

Small changes were also seen in the GABAergic receptors: GABA A receptor beta2 (Gabrb2) and GABA A receptor beta3 (Gabrb3). 

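Gabrb2, a subunit of the GABA A receptor, the main inhibitory ion channel of the brain, was higher in P/FC of FSL rats. It was at 84.4 ± 33.8 (SD, n = 22) in FRL and 113 ± 30.5 (SD, n = 17) in FSL at its dimmer probeset (log2 0.53, SE 0.168, adjusted p = 0.0239). Its brighter probeset had a change of 0.09 (adjusted p = 0.108). In HIP neither probeset passed, with changes of 0.09 and 0.10 (adjusted p = 0.711 and 0.160). The difference between the regions did not pass for the dimmer probeset (adjusted p = 0.595). With the Gapdh 3' to 5' ratio as a covariate the change in P/FC at that probeset was 0.0036 and the call ended, as it did with tissue marker scores (0.50, adjusted p = 0.0611) and with the Actb ratio (0.33, adjusted p = 0.0711).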

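Passing in each cohort varied between the probesets of these receptors, which are told apart by their intensity in P/FC. In P/FC, Htr1a passed at p of 0.05 in both cohorts at its dimmest (p = 7.13e-04 and p = 0.0125) and at its middle probeset (p = 5.16e-04 and p = 0.00257) and Chrm2 at its brighter (p = 6.34e-05 and p = 0.00983). Gabrb2 at its dimmer probeset had p = 0.119 in cohort 1 and p = 0.00781 in cohort 2, and Htr2a at its brighter had p = 0.0893 and p = 0.0218. Chrna7 at its brighter probeset passed in both cohorts of HIP (p = 0.00397 and p = 0.0270), and in P/FC it had p = 0.1004 and p = 0.00545. The change of Chrm2 at its dimmer probeset was 0.16 in P/FC (adjusted p = 0.195).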

Although these changes were small in magnitude (1.1–1.4 fold), in all cases changes were assayed by multiple independent probesets and across both cohorts. 

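Other members of the receptor families were measured on the same arrays. Of 9 serotonin receptors in P/FC, 4 were higher and 5 did not pass (5 higher when adjusted over the list alone, camera adjusted p = 0.0335, adjusted p = 0.263 with an estimated correlation), with Htr5a, an inhibitory receptor, at 63.9 ± 9.99 (SD, n = 22) in FRL and 77.5 ± 11.1 (SD, n = 17) in FSL (log2 0.28, SE 0.0628, adjusted p = 0.00173). In HIP 2 of 10 were higher and 8 did not pass (3 higher when adjusted over the list alone, camera adjusted p = 0.0444, adjusted p = 0.147 with an estimated correlation): the presynaptic receptor Htr1b (0.23, adjusted p = 0.0412) and the ion channel Htr3a (0.15, adjusted p = 0.0481). Of 12 GABA A receptor subunits in P/FC, 5 were higher, 1 was lower and 6 did not pass (6 higher and 1 lower when adjusted over the list alone, camera adjusted p = 0.0297, adjusted p = 0.263 with an estimated correlation), with Gabra2 at 0.37 (adjusted p = 0.00158), Gabra3 at 0.78 (adjusted p = 0.00563) and Gabrd, an extrasynaptic subunit, at -0.11 (adjusted p = 0.0350). In HIP 0 of 11 subunits passed in limma, 4 at an unadjusted p under 0.05 (camera adjusted p = 0.154). Among muscarinic receptors 1 of 5 was higher in HIP, Chrm3 (0.16, adjusted p = 0.0135), and 1 of 4 in P/FC, with the same counts when adjusted over the list alone (camera adjusted p = 0.154 and 0.271). Chrna7 was the single nicotinic subunit that passed, of 4 in HIP and 6 in P/FC, also when adjusted over the list alone (camera adjusted p = 0.210 and 0.135). The study named Htr1a, Htr2a, Chrm2, Chrna7 and Gabrb2 from these samples, so that their place in these lists is not independent evidence of a direction. The calls of Htr5a, Gabra2 and Gabra3 in P/FC and of Htr1b and Htr3a in HIP ended with the Gapdh 3' to 5' ratio as a covariate, and those of Htr1b and Htr3a also without the intensity filter. With that covariate, and with a filter of 100 in each line, the serotonin list lost its call in both regions and the GABA A list in P/FC, and the serotonin list of HIP also without the filter, with a plain analysis of variance, with the first residual component and with tissue marker scores, the last also in P/FC. The filter of 100 left the median changes of these lists as large as before or larger. In P/FC both lists lost their calls with the Actb ratio too (adjusted p = 0.0529 and 0.0524), at a median of 0.11 for serotonin, from 0.15, and of 0.095 for GABA A, from 0.094, where the Gapdh ratio gave 0.045, and in HIP so did the serotonin list (0.076, from 0.11), Htr1b (0.13) and Htr3a (0.09).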

Equally, no significant changes were seen in any other members of these receptors families, supporting the specificity of these small magnitude changes.

The largest gene expression differences were, however, seen in genes which for the most part have not previously been linked to depression-like phenotypes (see supplementary tables S1 and S2). The extremes of the changes were marked by 2.6 fold up-regulation and 6.0 fold down-regulation, although the magnitude of the changes rapidly falls off with less than 1% of the gene changes falling into this category (consistent with our premise at the outset). 

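The largest falls in FSL rats were those of a transcription cofactor and of a protein of DNA replication. In HIP, Nrip3, a protein that interacts with nuclear receptors, was at 259.8 ± 93.4 (SD, n = 22) in FRL and 41.2 ± 13.5 (SD, n = 17) in FSL, 6.16-fold lower (log2 -2.62, SE 0.175, adjusted p = 3.59e-14), and no FSL rat overlapped an FRL rat. Of its other probesets, another was lower by -0.72 and the brightest had a change of -0.05 (adjusted p = 0.558). In P/FC, Fam111a, a protease that acts at replication forks, was at 339 ± 80.9 (SD, n = 22) in FRL and 99.3 ± 109 (SD, n = 17) in FSL, 5.37-fold lower (log2 -2.42, SE 0.269, adjusted p = 3.21e-08). The largest rise of HIP was that of a probeset with no gene name, which the paper chose for PCR, at 248 ± 25.8 (SD) in FRL and 620.3 ± 56.6 (SD) in FSL (2.51-fold, adjusted p = 3.02e-24). With no intensity filter the largest fall was 21.3-fold in HIP and 10.6-fold in P/FC, and with a filter of 100 in each line 2.07-fold and 2.43-fold.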

Amongst the genes showing the largest enrichment in FSL rats (relative to FRL) were the peroxisomal biogenesis factor 11b (Pex11b), Mutation Suppressor of sec4-8 (mss4) and a number of probesets representing novel transcripts. In contrast, genes including Carbonic Anhydrase III (CA3), Transmembrane protein 176A (TMEM176A), RNAse A Family 4 (RNase4) and a number of novel transcripts showed a reciprocal profile with reduced expression in FSL rats relative to FRL. 

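Some genes of vesicle release were higher in HIP of FSL rats, and a regulator of Rab proteins rose in both regions. Rabif, the rat gene of mss4, a guanine nucleotide release factor of Rab proteins, was at 89.5 ± 18.6 (SD, n = 22) in FRL and 149 ± 9.99 (SD, n = 17) in FSL in HIP and 99.1 ± 13.6 (SD) in FRL and 176 ± 12.5 (SD) in FSL in P/FC, rises of 1.72-fold and 1.80-fold without overlap of the lines. In HIP its change was 0.56 in cohort 1 and 1.01 in cohort 2, a difference that did not pass (adjusted p = 0.726). Of 14 genes of peroxisome biogenesis, 2 were higher, 1 was lower and 11 did not pass in HIP (the same counts when adjusted over the list alone, camera adjusted p = 0.251), with the import factor Pex14 at 0.11 and the import motor Pex6 at -0.19. In P/FC 1 was higher, 1 was lower and 12 did not pass (1 higher and 0 lower when adjusted over the list alone, 3 of 14 at an unadjusted p under 0.05, camera adjusted p = 0.364). Of 19 genes of the Rab3 cycle and vesicle release, 4 were higher and 15 did not pass in HIP (4 higher when adjusted over the list alone, camera adjusted p = 0.0155, adjusted p = 0.0364 with an estimated correlation), the GTPase Rab3d (0.20, adjusted p = 0.00997) and the calcium sensor Syt1 (0.25, adjusted p = 0.0308) among them. In P/FC 3 of 21 were higher, 2 were lower and 16 did not pass (the same counts when adjusted over the list alone, camera adjusted p = 0.135). The study named mss4 from these samples, so that its place in a list is not independent evidence of a direction. The calls of Pex6 and Pex14 ended without the intensity filter, that of Syt1 with the Gapdh ratio covariate, and that of the Rab3 list with a filter of 100 in each line, where the peroxisome biogenesis list of HIP passed (camera adjusted p = 0.0434). The calls of the Rab3 list, Rab3d, Syt1, Pex6 and Pex14 in HIP ended with the Actb ratio as a covariate, which left Syt1 at -0.02.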

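Car3, a carbonic anhydrase that also protects from oxidation, was at 387 ± 170.3 (SD, n = 22) in FRL and 80.6 ± 15.2 (SD, n = 17) in FSL in HIP and 351 ± 162 (SD) in FRL and 66.1 ± 13.0 (SD) in FSL in P/FC, 4.23-fold and 4.54-fold lower (log2 SE 0.231 and 0.267, adjusted p = 2.67e-08 and 2.05e-07). Its dimmer probeset was lower by -1.49 and -1.47. Tmem176a, a membrane protein of immune cells, was at 174 ± 27.8 (SD) in FRL and 109.6 ± 13.6 (SD) in FSL in HIP and 273 ± 61.5 (SD) in FRL and 142 ± 15.3 (SD) in FSL in P/FC, 1.59-fold and 1.88-fold lower (adjusted p = 1.49e-09 and 6.10e-10). Rnase4, a secreted ribonuclease, was at 274 ± 136 (SD) in FRL and 69.9 ± 11.0 (SD) in FSL in HIP and 255 ± 164 (SD) in FRL and 39.2 ± 9.45 (SD) in FSL in P/FC, 3.31-fold and 4.72-fold lower (adjusted p = 6.48e-06 and 5.90e-05). Its dimmer probeset was also lower by -1.38 and -1.75. Every FSL rat lay below the FRL median for these genes, and for Tmem176a in HIP the lines did not overlap. The FRL rats were not alike: in cohort 1 of HIP, 3 of 12 had Rnase4 at 61.7 to 63.7 and 9 at 259 to 543, and 2 of 12 had Car3 at 67.1 to 75.8 and 10 at 281 to 574, the low levels lying among those of FSL rats. In P/FC, 3 of 9 carbonic anhydrases, Car3 among them, were lower and 6 did not pass (3 lower when adjusted over the list alone, camera adjusted p = 0.102), and Rnase4 was the single member of the RNase A family that was kept.

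**Figure D6:**
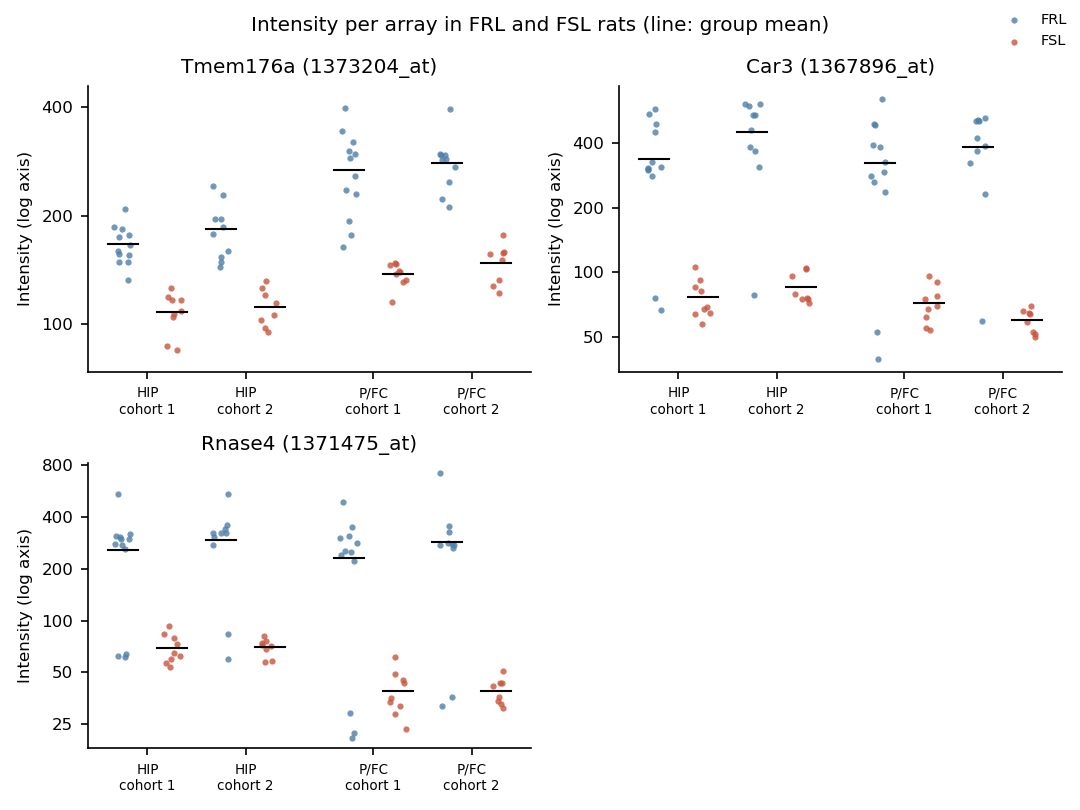
Intensity of Tmem176a, Car3 and Rnase4 in each array by region, cohort and line, on a log axis. Each point is 1 array and the bar is the mean of the group, and FRL rats with Rnase4 between 61.7 and 63.7 in HIP of cohort 1 lie among the FSL rats.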

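Of the genes that the paper names for large differences, Tmem176a changed by -0.91 in cohort 1 and -0.91 in cohort 2 of P/FC, and by -0.63 and -0.70 in HIP. Car3 changed by -1.92 and -2.24 in HIP, and by -1.86 and -2.50 in P/FC. Fam111a was lower in P/FC by -3.02 in cohort 1 and -1.83 in cohort 2, with 1 of 9 and 4 of 8 FSL rats at a level near that of FRL. Across the 1065 and 2219 probesets that passed in both cohorts, the changes of the cohorts had a correlation across genes of 0.94 in HIP and 0.94 in P/FC, and the regions one of 0.97 over the 644 probesets shared by all comparisons. The probesets of these correlations were chosen for passing in both.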

The magnitude and statistical significance of these differences were remarkably well conserved across the two cohorts and even between the two brain regions (Supplementary data). A selection of genes showing larger gene changes, as well as the serotinergic/cholinergic/GABAergic genes were selected for further assessment using real-time PCR.

### Quantitative real-time PCR analysis of selected genes

A total of 26 genes were selected for real-time PCR analysis, this included 19 genes that were predicted to show differential expression from the microarray data and seven selected as invariant or housekeeper genes. 

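Some of the housekeeper genes were slightly higher in FSL rats, and others did not pass. Hprt1, of purine salvage, was at 1038 ± 95.0 (SD, n = 22) in FRL and 1161 ± 27.5 (SD, n = 17) in FSL in P/FC (log2 0.17, SE 0.0351, adjusted p = 7.44e-04) and had a change of 0.08 in HIP (adjusted p = 0.00767). Gapdh, read by control probesets, was higher at its 5' probeset in HIP (0.10, adjusted p = 0.0221) and in P/FC (0.15, adjusted p = 0.00362), and its 3' probeset had changes of 0.06 (adjusted p = 0.115) and 0.05 (adjusted p = 0.227). The probeset in the middle of its transcript was higher in HIP (0.10, adjusted p = 0.00553) and in P/FC (0.15, adjusted p = 0.00110). Actb was higher at its 5' probeset in HIP (0.20, adjusted p = 0.0200) and in P/FC (0.26, adjusted p = 0.0292), and at its 3' probeset in P/FC (0.20, adjusted p = 0.0160) but with a change of 0.09 in HIP that did not pass (adjusted p = 0.227). Its middle probeset was higher in P/FC (0.19, adjusted p = 0.0367) and did not pass in HIP (0.13, adjusted p = 0.0707). Of 7 traditional housekeeping genes, without Gapdh and Actb, 2 were higher and 5 did not pass in HIP and 3 and 4 in P/FC (4 higher and 1 lower in each when adjusted over the list alone, camera adjusted p = 0.0382 and 0.0437, adjusted p = 0.208 and adjusted p = 0.263 with an estimated correlation). Mrfap1, Mff (RGD1310230 in the paper), Phpt1 and Cdipt, chosen by the study on these samples, had changes of -0.02, -0.02, -0.02 and 0.02 in HIP and of 0.01, 0.04, -0.03 and -0.01 in P/FC. In limma 0 of the 4 passed in either region, 0 at an unadjusted p under 0.05 and 0 when adjusted over the list alone (camera adjusted p = 0.861 and 0.880), and their coefficient of variation over the arrays ranged from 2.39% to 4.46%. That of the Gapdh probesets ranged from 4.39% to 9.14% and that of Actb from 12.5% to 27.3%. The call of Hprt1 in P/FC ended with the Gapdh 3' to 5' ratio as a covariate. The calls of the housekeeping list ended in both regions under that covariate, with tissue marker scores, with the mean of all probesets, with each cohort fitted separately, without the filter and with a filter of 100 in each line. With the Actb ratio as a covariate they ended in both regions too, and so did the call of Hprt1 in HIP.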

As the microarray data suggested some variation in expression of the typically-used housekeeper genes (notably GAPDH, β-actin and HPRT), the microarray data was used to select four additional genes (MRFAP1, RGD1310230, PHPT1_predicted, CDIPT) that showed invariant expression across the study. These invariant genes were run in addition to the traditional housekeeper genes in the real-time PCR. Small variations were indeed seen in the expression of the traditional housekeeper genes (see Table 2), while the 4 selected invariant genes showed consistent expression across both rat lines and in both cohorts (see Figure 2 for examples). Real-time PCR data were therefore normalised to these invariant genes and analysed using a similar statistical model to the microarray data.

**Figure 2:**
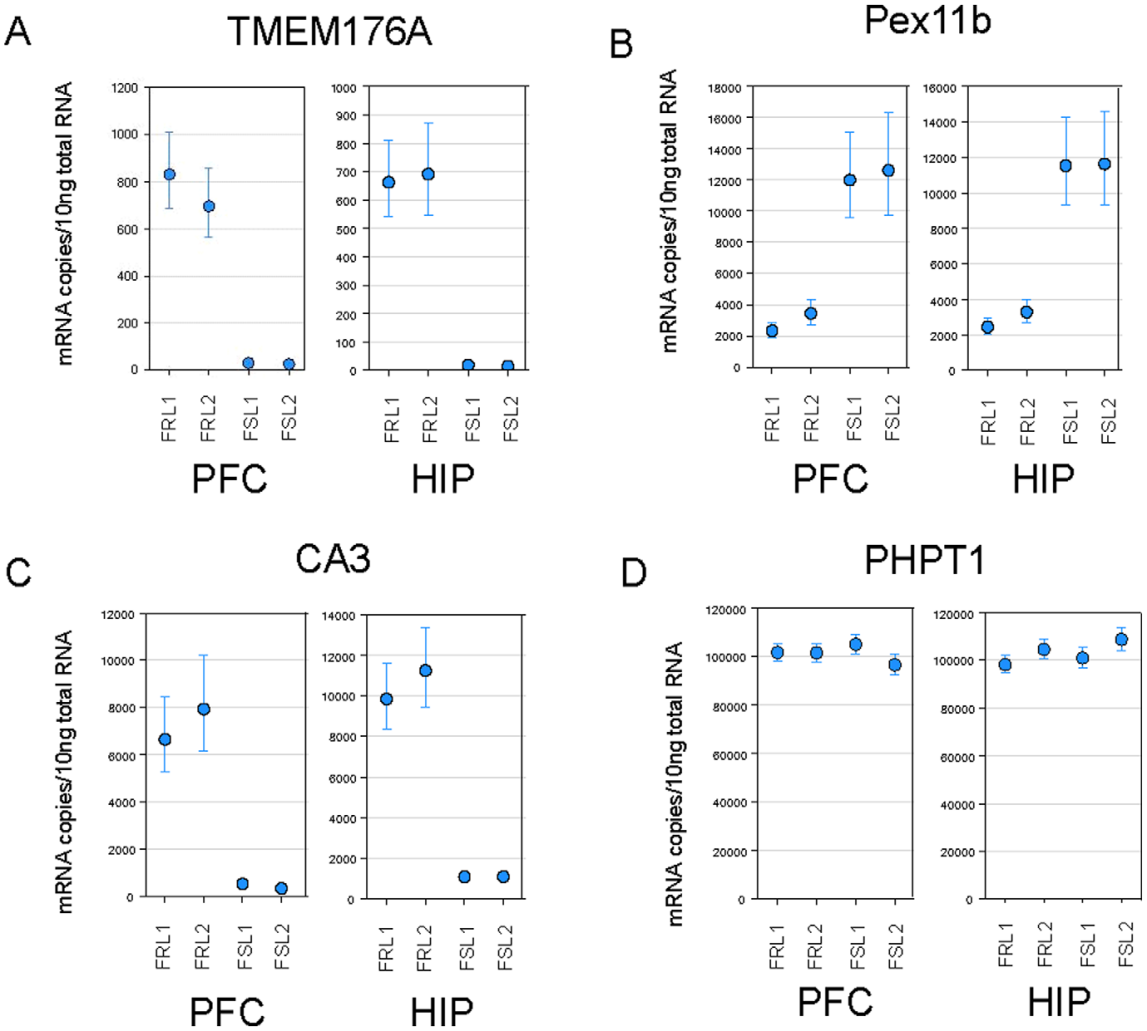
Examples of real-time PCR data. Group Least Squares Means were calculated in Array Studio and expressed as copy number/10ng of total RNA for FRL cohort 1 (FRL1), FRL cohort 2 (FRL2), FSL cohort 1 (FSL1) and FSL cohort 2 (FSL2) in P/FC and HIP. Data included for TMEM176A (A), Pex11b (B), CA3 (C) and invariant gene PHPT1 (D). Error bars represent 95% confidence intervals.

The 19 genes selected for real-time PCR validation included a combination of genes that showed the most robust expression differences identified in the microarray analysis (Carbonic Anhydrase 3 (CA3), RGD1565398_predicted, Family with Sequence Similarity to 111 member A (FAM111A), Peroxisomal Biogenesis Factor 11 beta (Pex11b), Mutation Suppressor of Sec4-8 (mss4), Rho GTPase-activating Protein (GRIT), Interleukin Enhancer Binding Factor 3 (ILF3), Transmembrane Protein 176A (TMEM176A), RNAse Family 4 Protein (RNAse4) and 4 novel genes (1383058_at, 1392736_at, AI37236, AA859982), as well as number of genes that were predicted to show smaller differences but have previously been implicated in the pathophysiology of depression (Chrm2, Chrna7, Htr1a, Htr2a, Gabrb2 and Gabrb3: Supplementary Table S3).

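The array data of other genes chosen here show large differences, in both regions for those that were kept in both. Col6a1 (RGD1565398 in the paper), a chain of a matrix collagen, was at 130.0 ± 9.42 (SD, n = 22) in FRL and 58.9 ± 8.04 (SD, n = 17) in FSL in HIP and 153 ± 36.8 (SD) in FRL and 35.8 ± 9.65 (SD) in FSL in P/FC, with log2 changes of -1.15 and -2.10 (adjusted p = 4.97e-20 and 5.51e-16) and no overlap of the lines. Arhgap32 (GRIT in the paper), a GTPase-activating protein of synapses, was at 300.0 ± 103 (SD) in FRL and 119 ± 54.8 (SD) in FSL in HIP and 666 ± 153 (SD) in FRL and 284 ± 107 (SD) in FSL in P/FC, with changes of -1.40 and -1.28 (adjusted p = 3.68e-08 and 3.04e-10). The paper's PCR tables list RICS_predicted in place of GRIT, with a small change that passed in HIP and not in P/FC. The probeset with no gene name that the paper lists among the falls was lower by -1.53 and -1.39 (adjusted p = 3.65e-11 and 5.58e-11). The one that it lists among the rises was higher in P/FC at 219 ± 39.8 (SD) in FRL and 510.0 ± 56.9 (SD) in FSL (log2 1.22, adjusted p = 1.14e-16). Fam111a was not kept in HIP, where its mean was 147 ± 39.5 (SD) in FRL and 48.6 ± 41.9 (SD) in FSL.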

The same mixed model analysis of variance was fitted to the real-time PCR data as was fitted to the microarray data with the addition of a covariate to correct for RNA loading, and each assay analysed separately in the model. A good concordance was seen between the microarray and real-time PCR data for most genes, with 17/19 genes showing statistically significant (p-value≤0.05) gene expression differences by real-time PCR in at least one brain region (see Tables 1 and 2). 

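On the arrays AI137236, an expressed sequence with no gene name, was at 87.6 ± 36.5 (SD, n = 22) in FRL and 191 ± 72.6 (SD, n = 17) in FSL in HIP and 94.0 ± 30.7 (SD) in FRL and 202.3 ± 63.7 (SD) in FSL in P/FC. Its log2 changes were 1.18 (SE 0.0686, adjusted p = 8.35e-16) and 1.12 (SE 0.0939, adjusted p = 3.49e-11), and 17 of 17 FSL rats lay above the FRL median in both regions. In HIP the change was 1.11 in cohort 1 and 1.25 in cohort 2, and in P/FC 1.23 and 1.00.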

Two genes with robust microarray data (AI137236, and ILF3) failed to confirm using real-time PCR, and further work would be required to understand the reasons for this negative result. While the magnitude of the changes detected by real-time PCR were generally consistent with expectations from the microarray data, some genes showed significantly greater differential expression by real-time PCR than predicted by microarray, presumably reflecting the increased sensitivity (and therefore lower backgrounds) that can be achieved using real-time PCR. In agreement with the results from the microarray analysis, we were again able to confirm differential expression across both cohorts and in many cases also across brain regions (see Tables 1 and 2, and Figure 2). TMEM176A showed the largest differential expression difference, with 35 fold higher expression in cortex and 29-fold differential expression in the hippocampus of FRL animals as compared to FSL animals. Reciprocally Pex11b showed the largest FSL enriched expression with 4.5-fold increased expression in cortex and 4 fold-increased expression in hippocampus of FSL animals relative to FRL animals.

**Table 1:** P/FC Real-time PCR Summary.

Gene Name	Fold Change FSL vs FRL (combined)	p-value FSL vs FRL (combined)	Fold Change FSL vs FRL (cohort 1)	p-value FSL vs FRL (cohort 1)	Fold Change FSL vs FRL (cohort 2)	p-value FSL vs FRL (cohort 2)
TMEM176A	−40.2	**0.0E+00**	−35.1	**2.9E−37**	−48.0	**9.5E−36**
FAM111A	−19.7	**1.4E−08**	−32.2	**2.0E−07**	−10.2	**1.3E−03**
CA3	−16.9	**1.2E−35**	−12.6	**2.2E−24**	−24.0	**6.7E−28**
RNase4	−4.3	**5.3E−15**	−4.6	**2.1E−10**	−4.1	**3.4E−08**
RGD1565398_predicted	−3.3	**4.0E−32**	−3.3	**3.9E−24**	−3.2	**6.1E−20**
1392736_at	−1.6	**2.4E−13**	−1.6	**4.1E−10**	−1.5	**1.2E−06**
RICS_predicted	−1.1	3.0E−01	−1.1	3.9E−01	−1.0	5.9E−01
ILF3	1.0	4.0E−01	1.1	9.4E−02	−1.0	4.9E−01
Pex11b	4.4	**5.7E−22**	5.1	**1.3E−17**	3.7	**5.5E−11**
mss4	4.6	**0.0E+00**	4.5	**9.8E−45**	4.7	**3.6E−40**
1383058_at	2.1	**2.8E−28**	2.3	**4.6E−24**	1.9	**8.8E−15**
AA859982	1.3	**4.3E−14**	1.3	**1.5E−09**	1.3	**7.8E−08**
AI137236	−1.1	6.5E−02	−1.1	1.5E−01	−1.1	2.5E−01
Chrna7	1.1	**7.6E−03**	1.1	1.4E−01	1.1	**1.6E−02**
Chrm2	1.2	**9.5E−08**	1.2	**2.1E−06**	1.2	**3.1E−03**
Htr1a	1.3	**3.0E−09**	1.4	**2.0E−08**	1.2	**3.4E−03**
Htr2a	−1.0	8.8E−01	−1.1	3.4E−01	1.1	3.9E−01
Gabbr2	1.1	**1.4E−02**	1.0	3.8E−01	1.2	**5.9E−03**
Gabbr3	1.1	**3.6E−03**	1.1	**2.3E−03**	1.1	3.2E−01
GAPDH	1.1	**1.3E−06**	1.1	**2.3E−03**	1.2	**4.0E−05**
PPIA	1.0	1.4E−01	1.0	7.2E−01	1.1	6.2E−02
HPRT	1.2	**4.3E−10**	1.2	**4.0E−07**	1.2	**3.1E−05**
ACTB	1.2	**2.0E−07**	1.2	**2.4E−07**	1.1	**2.6E−02**

Table summarising output of mixed model analysis of variance analysis of the real-time PCR data for P/FC. Column 1 shows gene name; columns 2 and 3 show fold change and p-value respectively for the combined cohort analysis; column 4 and 5 show fold change and p-value respectively for cohort 1; columns 6 and 7 show fold change and p-value respectively for cohort 2.

**Table 2:** Hippocampus Real-time PCR Summary.

Gene Name	Fold Change FSL vs FRL (combined)	p-value FSL vs FRL (combined)	Fold Change FSL vs FRL (cohort 1)	p-value FSL vs FRL (cohort 1)	Fold Change FSL vs FRL (cohort 2)	p-value FSL vs FRL (cohort 2)
TMEM176A	−29.0	**0.0E+00**	−28.9	**8.4E−38**	−29.2	**2.0E−34**
FAM111A	−17.1	**2.1E−08**	−29.9	**3.6E−07**	−8.8	**1.5E−03**
CA3	−9.7	**2.2E−42**	−9.1	**3.9E−31**	−10.3	**4.1E−31**
RNase4	−3.5	**2.0E−20**	−3.6	**1.1E−13**	−3.4	**3.0E−12**
RGD1565398_predicted	−3.4	**3.4E−31**	−3.1	**1.5E−20**	−3.7	**1.7E−22**
1392736_at	−1.6	**8.6E−12**	−1.6	**1.3E−07**	−1.7	**6.2E−07**
RICS_predicted	−1.2	**2.0E−04**	−1.2	**1.3E−02**	−1.2	**2.4E−03**
ILF3	1.0	7.5E−01	1.0	4.7E−01	−1.0	7.3E−01
Pex11b	4.1	**2.0E−23**	4.7	**3.8E−18**	3.5	**1.0E−12**
mss4	4.3	**0.0E+00**	4.3	**0.0E+00**	4.2	**7.5E−43**
1383058_at	2.1	**2.5E−38**	2.1	**5.5E−28**	2.2	**4.7E−27**
AA859982	1.2	**9.7E−08**	1.2	**5.0E−04**	1.3	**1.3E−05**
AI137236	−1.2	**3.0E−04**	−1.2	**1.3E−03**	−1.1	6.4E−02
Chrna7	1.1	**2.6E−02**	1.1	**3.1E−02**	1.1	3.4E−01
Chrm2	1.1	7.8E−02	1.0	8.4E−01	1.2	**1.8E−02**
Htr1a	1.1	6.2E−02	1.1	4.3E−01	1.2	6.1E−02
Htr2a	1.3	**5.0E−06**	1.5	**1.1E−06**	1.2	8.8E−02
Gabbr2	1.0	7.3E−01	1.0	8.4E−01	1.0	7.8E−01
Gabbr3	1.0	9.5E−01	1.0	8.2E−01	−1.0	8.7E−01
GAPDH	1.1	**4.4E−02**	1.1	**3.4E−02**	1.0	4.8E−01
PPIA	1.0	5.8E−01	1.0	4.9E−01	1.0	9.6E−01
HPRT	1.1	**5.0E−02**	1.1	1.3E−01	1.1	2.2E−01
ACTB	1.1	**1.1E−01**	1.1	2.9E−01	1.1	2.2E−01

Table summarising output of mixed model analysis of variance analysis of the real-time PCR data for HIP. Column 1 shows gene name; columns 2 and 3 show fold change and p-value respectively for the combined cohort analysis; column 4 and 5 show fold change and p-value respectively for cohort 1; columns 6 and 7 show fold change and p-value respectively for cohort 2.

Focusing on the genes previously suggested to be involved in the pathophysiology of depression, we were able to confirm small but significant expression differences that were in-line with the microarray findings (Tables 1 and 2). Cholinergic receptors (Chrm2 and Chrna7), were significantly higher in expression levels in P/FC of the FSL compared to the FRL animals in both cohorts. Similar results were observed for the serotonin (Htr1a) and GABAergic receptors (Gababr2, Gababr3), again with a small but significant increase in expression in P/FC. Htr2a by contrast showed increased expression in HIP, again in line with expectation from the microarray data.

## Discussion

FSL/FRL rats were generated as a result of selective breeding of out-bred Sprague-Dawley rats for differences in the effects of the anticholinesterase agent diisopropylfluorophosphate (DFP) [23]. The FSL rats are more sensitive to DFP and cholinergic agonists than the counter-selected control FRL rats, a feature shared by depressed humans [24], which led to the original proposal of the FSL rats as an animal model of depression [25]. Consistent with the depression-like behaviour, FSL rats have been shown to display greater immobility in the forced swim test (FST) [25] compared to FRL rats. The Flinders rats therefore represent an attractive model to understand the molecular mechanisms underlying the depression-like phenotype, and this study represents the first report of genome-wide expression profiling of the model.

In this study we ran two, well statistically powered cohorts to allow independent analysis of each, while the combined analysis represents one of the largest reported studies to date for rodent depression models (22 FRL, 17 FSL). Profiling two brain regions from the same animals (HIP and P/FC) provides further biological validation as well as allowing the identification of a subset of gene expression differences that are consistently maintained across the two brain regions. The rigour of this approach is vouched for both by the observed overlap between cohorts (∼50% in P/FC, ∼40% in HIP) as well as the dramatic concordance in the directionality of response (approaching 100%). In addition to the comparison between FRL and FSL rats in this study, we also looked at the effects of maternal separation and anti-depressant drug treatment in other cohorts of the same animals (data not shown). The experimental approach and design mirrored those reported in this study, but unlike the robust gene expression changes noted in this study, we saw no statistically significant effects with either maternal separation or anti-depressant treatment across cohort or across brain region. These data suggest that the differences seen between FRL and FSL animals are both robust and reproducible, in a model where other readouts are not significant.

A total of 19 genes were selected for real-time PCR evaluation selected either based on the magnitude of the gene expression change predicted from the microarray analysis and/or previous linkage to the pathophysiology of depression, with the majority (17/19) confirming statistically significant differential expression. Novel gene TMEM176A had the largest differential expression in the real-time PCR analysis with almost undetectable expression in FSL rats, but very high levels in both the cortices and hippocampi of the FRL animals (35-fold differential expression in P/FC, 29-fold in hippocampus: see supplementary data and Figure 2). Genes showing a reciprocal expression pattern were also identified, notably Pex11b showed the highest level of elevated expression in the cortices and hippocampi of the FSL animals as compared to the FRL animals (approx 4-fold). These data clearly confirm the robustness of the microarray data, and show that dramatic gene expression differences exist between the FSL and FRL rat lines. To our knowledge these are some of the largest gene expression differences reported to date in a rodent model of depression.

A number of studies examining the neurochemical differences in the Flinders model have demonstrated substantial changes in both their cholinergic and serotonergic function in the FSL compared to the FRL rats [7], [26]–[28]. In line with these findings, we were able to show small but significant increased expression of the muscarinic 2 (Chrm2) and the nicotinic alpha 7 (Chrna7) receptors in P/FC of the FSL rats compared to the FRL animals (Table 1). These data are in line with the higher sensitivity to cholinergic agonists of FSL with respect to FRL animals [3], [5], [21], and consistent with a depression model mimicking the cholinergic supersensitivity observed in depressed patients [22], [29]. These data are also consistent with previous rodent profiling studies and human genetic studies that have implicated muscarinic 2 receptor in the aetiology of the depressed phenotype [30].

Significantly increased expression of the serotonin receptor 1a (Htr1a) in P/FC (Table 1) and the serotonin receptor 2a (Htr2a) in HIP (Table 2) was observed in the FSL line compared to the FRL line. These data are in-line with previous reports of increased Htr2a mRNA expression in the CA 2–3 region of the hippocampus of FSL using *in situ hybridization* [31], although other reports have noted little change in Htr1a [32]. The dysfunction of the serotonergic system in the FSL line is also documented by the increased tissue levels of 5-HT and 5-HIAA, that can be normalized by chronic antidepressant treatment [5], [7], [33]. In human depression, changes in the Htr1a and Htr2a receptors have been reported [34]–[39] and a 5-HT1A receptor polymorphism has been associated with depression [40].

A dysfunction of the GABA system has been reported in depressed patients [41]–[43] and in animal studies [40]. We identified small but significant increased expression levels of both Gabrb2 and Gabrb3 subunits of the GABA(A) receptor in P/FC of the FSL rats compared to the FRL rats (Table 1). To date the antidepressant-like effects of novel compounds that have a GABAergic mechanism have not been tested in the FSL rats.

Peroxisomal biogenesis factor 11b (Pex11b) showed the highest increased expression in both P/FC and HIP of the FSL animals, but has not been directly linked to depression previously. It is of interest that peroxisomal biogenesis disorders, which are genetic metabolic diseases with generalized, multiple, or single functional disturbances of the peroxisome, also present psychiatric symptomatology [44]–[46]. Oxidative stress has been suggested as a disease mechanism for major psychiatric disorders such as bipolar disorder, depression and anxiety disorders [47] with the most concrete evidence derived from studies conducted on schizophrenic patients.

A similar expression profile is seen with the Mutation Suppressor of Sec4-8 gene (mss4), which demonstrated significantly increased expression in the FSL animals in both brain regions and both cohorts. Mss4 is a guanine nucleotide exchange factor (also known as Rab Interacting Factor (RABIF)) which regulates the RAB family of small GTPases that are essential for intracellular vesicle transport and receptor recycling at the synapse. With important roles in neurotransmitter signalling and receptor trafficking, RAB proteins (particularly RAB3) have been implicated in various aspects of neuronal signalling, neurodegeneration and synaptic plasticity [48]. mss4 is likely to play a role in neurotransmitter release and synaptic plasticity, as it binds and stimulates GDP release from RAB3a, a key factor for BDNF-induced plasticity [49] and transmitter exocytosis [50]. mss4 was previously reported to be down-regulated in the hippocampus of anhedonic rats, this down-regulation being reversed by chronic antidepressant treatment [51].

CA3 is expressed at high levels in skeletal muscle but also at low levels in other tissues including brain. Our data show that CA3 is expressed at nearly 10-fold higher levels in both the cortices and hippocampi of the FRL animals as compared to FSL. While CA3 has not previously been implicated in depression or depression-like models, a number of reports have shown that SSRIs can activate carbonic anhydrase expression in the brain and suggest that carbonic anhydrase activation may contribute to the anti-depressive effects of these drugs [52]. It is tempting to speculate, therefore, whether overexpression of CA3 in FRL animals may mimic the effects seen with anti-depressant treatment and possibly contribute to the depression-resistant phenotype.

Many of the largest gene changes validated by RT-PCR were in novel or poorly studied transcripts (see Tables 1 and 2). For example, FAM111A and TMEM176A show the largest gene expression differences in the real-time PCR analysis with TMEM176A showing 35-fold differential regulation in the P/FC. Little is known or reported for these transcripts beyond their sequence, so much further work will be required before the significance of these relatively large transcriptional differences can be understood. It will also be interesting to understand to what extent these changes reflect the critical changes underpinning the depressive like phenotypes of this line, or merely the downstream responses to critical changes and whether the depressive phenotype could be reversed through intervention at these points. However, such substantial differential expression is highly unusual in psychiatric models in our experience, and represents a potentially significant finding deserving further work.

In conclusion, using robust experimental design and procedural standardisation, we have been able to identify biologically significant gene expression differences between FSL and FRL rats. Amongst the genes that were consistently differentially expressed were genes involved in cholinergic and serotinergic mechanisms which have previously been implicated in the aetiology of depression. Additionally we were able to identify a number of very significant expression changes in genes which have little or no previously linkage to depression. This represents a potentially novel insight in the molecular mechanisms underlying the Flinders phenotype and potentially depression more broadly.

## Materials and Methods

### Animals

The study was performed on adult male rats, bred at the Karolinska Institute. All animals were housed under standard housing conditions with access to food and water *ad libitum*.

Animal care and experimental procedures were conducted in compliance with the institutional guidelines and international laws and policies (European Communities Council Directive of 24 November 1986, 86/609/EEC).

### Behavioural Testing - Forced swim test

The behavioural procedure consisted of 2 exposures to a water tank that does not permit escape [53]. The water tank used was a transparent plastic tank, measuring 20 cm in diameter and 40 cm in height, containing 30 cm of fresh water at 25°C. Fresh water was used for each rat. During the first exposure, rats were placed into the tank, left there for 15 minutes and dried before they returned to their home cages. The second exposure occurred 24h afterwards and lasted 5 minutes during which rats behaviour was videotaped and subsequently scored by a trained experimenter blind to the animal experimental group. The rat was judged to be immobile when it floated passively, making only small movements to keep its nose above the surface. Immobility time, expressed as duration (s), was analysed utilizing mixed model analysis of variance (ANOVA) once their normal distribution was verified. Animal cohort was included in the analysis design as additional factor contributing to the observed variance. Significance level was set at p<0.05.

### Sample collection and RNA isolation

Animals were sacrificed by decapitation, Hippocampus (HIP) and the whole frontal lobe, referred to as prefrontal/frontal cortex (P/FC), were quickly excised on ice as previously described [54]–[55], and the right hemisphere was placed in RNA*later* (Qiagen, Inc., Valencia, CA, USA). Total RNA was isolated by homogenisation in TRIzol® Reagent (Invitrogen™ Life Technologies, Carlsbad, CA, USA), and RNA purified using the RNeasy® Mini Kit (Qiagen®, Inc., Valencia, CA, USA). RNA was quantified using spectrophotometric analysis and quality assessed using the Agilent 2100 bioanalyzer (Agilent Technologies, Palo Alto, CA, USA).

### RNA Amplification and Microarray Analysis

The standard Affymetrix One-Cycle Eukaryotic Target Labelling Assay protocol was used to generate cRNA probes that were subsequently hybridised to Affymetrix Rat Genome 230 2.0 GeneChips (http://media.affymetrix.com/support/technical/datasheets/rat230_2_datasheet.pdf). following manufacturer's guidelines (Affymetrix, Santa Clara, CA). The Affymetrix Rat Genome 230 2.0 GeneChip contains 31,000 probesets representing 28, 000 well substantiated rat genes. Samples were processed separately for each brain region with data generated in 2 batches for each cohort of animals. To avoid systematic errors, samples were processed in a pre-determined randomised order, with samples from each line equally distributed across batches. Single batches of reagents and a single lot of Affymetrix GeneChips were used for all samples within a cohort. A different randomisation scheme was used for microarray sample processing to that used for tissue collection. Microarray data was generated in a MIAME compliant format and raw data has been deposited in the GEO microarray database (Accession number GSE20388).

### Statistical Analysis of Microarray data

After scanning, all samples were found to be in the range of routine GeneChip quality assessment criteria and included in the data analysis. Signal intensities across all the arrays were normalised using Rosetta Resolver® Version 5.1 software (Rosetta Biosoftware, Seattle, WA, USA) [56] to adjust for technical variation across the data set. Only probesets that had normalised expression intensity greater than 30 in at least 50% of the samples in each rat line were included for further analysis. Intensities were then log transformed to ensure similar levels of variability across the range of signal intensities. A separate estimate of background variability for each probeset was estimated by fitting a statistical model that accounted for differences between rat lines, cohorts and batches (this technique is commonly called ANalysis Of VAriance, ANOVA).

For each probeset its estimate of background variability was then compared to the difference in the mean response of the rat lines to assess whether these differences were larger than we would expect by chance. This technique is commonly known as a post hoc comparison test. One of the outputs from such a test is a probability value (p-value) which is then used in the finally assessment of whether the mean difference is statistical significant. We defined everything with a p-value<0.05 as statistically significant. Our statistical analysis was performed in SAS® statistical software (SAS Institute, Cary, NC).

Functional analysis of the data was performed using the DAVID Bioinformatics Resources 2008 (http://david.abcc.ncifcrf.gov/home.jsp). Genes identified as differentially expressed between the FSL and FRL rats in each brain region from both animal cohorts were assessed for significant enrichment of particular biological processes using the terms of the fifth level of Gene Ontology (GO) (Supplementary Table S4).

### Real-time PCR Analysis

RNA samples were converted to cDNA using the High Capacity cDNA Archive Kit (Applied Biosystems, Foster City, CA). cDNA conversion was performed in a single batch, triplicate cDNA conversions for each RNA along with reverse-transcriptase minus controls for each sample. Real-time PCR results were generated using the 5′ nuclease assay (TaqMan) and the ABI 7900HT Sequence Detection System (Applied Biosystems, Foster City, CA). Each reaction included cDNA from 10ng of RNA, 900nM of each primer and 100nM of probe and Universal PCR Master Mix (Applied Biosystems, Foster City, CA). Abundance is calculated calculated for each real-time PCR assay separately using a standard curve generated using genomic DNA standards (all primers are designed to work with genomic DNA), and expressed as copies of RNA (after conversion to cDNA) per ng of total RNA. Assay sequence information is indicated in Supplementary Table S5. Primers were purchased from Sigma Genosys and FAM-TAMRA probes purchased from Biosearch.

### Statistical Analysis of Real-time PCR data

The same statistical modelling described in the analysis of the normalised microarray probeset data was performed on the real-time PCR data using ArrayStudio software (OmicSoft Corporation) with the difference that the rat line means used in the post hoc comparison tests were adjusted to account for differences in RNA loading. In our study we included four housekeeper genes that were identified by microarray analysis as being well expressed and invariant (MRFAP1, RGD1310230, PHPT1_predicted, CDIPT). Any changes in the expression of these genes represent differences in RNA loading between samples.

To summarise the changes across the three housekeepers we used Principal Components Analysis (PCA) to calculate a score for each sample. This score was then used to adjust the raw expression for each of the Taqman probes and thus remove the variability due to different levels of RNA loading. Bond et al gives more details on this method including showing how it is more efficient than traditional normalisation methods based on ratios [57]. As with the microarray data we defined anything from the post-hoc test with a p-value<0.05 as statistically significant. [57].

## Supporting Information

Table S1 Probesets with largest up-regulation in FSL. Table summarising probesets with the largest predicted up-regulation in FSL rats relative to FRL. Column 1 is Affymetrix probeset ID; column 2 is gene name; columns 3 and 4 are fold change and p-value respectively for combined analysis in PFC; columns 5 and 6 are fold change and p-value respectively for PFC in cohort 1; columns 7 and 8 are fold change and p-value respectively for PFC in cohort 2. Columns 9–14 are the equivalent HIP changes. Data is sorted based on fold change in PFC, and significant p-values are in bold. Grey boxes indicate genes selected for real-time PCR validation.
(0.06 MB PDF) Click here for additional data file.

Table S2 Probesets with largest down-regulation in FSL. Table summarising probesets with the largest predicted down-regulation in FSL rats relative to FRL. Column 1 is Affymetrix probeset ID; column 2 is gene name; columns 3 and 4 are fold change and p-value respectively for combined analysis in PFC; columns 5 and 6 are fold change and p-value respectively for PFC in cohort 1; columns 7 and 8 are fold change and p-value respectively for PFC in cohort 2. Columns 9–14 are the equivalent HIP changes. Data is sorted based on fold change in PFC, and significant p-values are in bold. Grey boxes indicate genes selected for real-time PCR validation.
(0.07 MB PDF) Click here for additional data file.

Table S3 Probesets for serotinergic, cholinergic and GABAergic receptors. Table summarising probesets for the serotinergic, cholinergic and GABAergic receptors showing significant changes in the model. Column 1 is Affymetrix probeset ID; column 2 is gene name; columns 3 and 4 are fold change and p-value respectively for combined analysis in PFC; columns 5 and 6 are fold change and p-value respectively for PFC in cohort 1; columns 7 and 8 are fold change and p-value respectively for PFC in cohort 2. Columns 9–14 are the equivalent HIP changes. Data is sorted based on fold change in PFC, and significant p-values are in bold.
(0.02 MB PDF) Click here for additional data file.

Table S4 Gene ontology analysis of gene changes from hippocampus and PFC. Enriched Gene Ontology Biological Process annotation terms in the list of genes that were differentially expressed in the hippocampus (A) and PFC (B) of both study arms.
(0.25 MB PDF) Click here for additional data file.

Table S5 Primer and probe sequence information for the real-time PCR assays.
(0.03 MB PDF) Click here for additional data file.

# Supplementary material for: Expression Profiling of a Genetic Animal Model of Depression Reveals Novel Molecular Pathways Underlying Depressive-Like Behaviours
**Source:** PLoS One. 2010 Sep 7;5(9):e12596. doi: 10.1371/journal.pone.0012596
**Supplement:** Table S1 — Probesets with largest up-regulation in FSL. Table summarising probesets with the largest predicted up-regulation in FSL rats relative to FRL. Column 1 is Affymetrix probeset ID; column 2 is gene name; columns 3 and 4 are fold change and p-value respectively for combined analysis in PFC; columns 5 and 6 are fold change and p-value respectively for PFC in cohort 1; columns 7 and 8 are fold change and p-value respectively for PFC in cohort 2. Columns 9–14 are the equivalent HIP changes. Data is sorted based on fold change in PFC, and significant p-values are in bold. Grey boxes indicate genes selected for real-time PCR validation. (0.06 MB PDF)

| Affy ID    | Gene Name            | Fold Change<br>FSL vs FRL<br>combined<br>PFC | p-value FSL<br>vs FRL<br>combined<br>PFC | Fold Change<br>FSL vs FRL<br>cohort 1<br>PFC | p-value FSL<br>vs FRL<br>cohort 1<br>PFC | Fold Change<br>FSL vs FRL<br>cohort 2<br>PFC | p-value FSL<br>vs FRL<br>cohort 2<br>PFC | Fold Change<br>FSL vs FRL<br>combined<br>HIP | p-value FSL<br>vs FRL<br>combined<br>HIP | Fold Change<br>FSL vs FRL<br>cohort 1<br>HIP | p-value FSL<br>vs FRL<br>cohort 1<br>HIP | Fold Change<br>FSL vs FRL<br>cohort 2<br>HIP | p-value FSL<br>vs FRL<br>cohort 2<br>HIP |
|------------|----------------------|----------------------------------------------|------------------------------------------|----------------------------------------------|------------------------------------------|----------------------------------------------|------------------------------------------|----------------------------------------------|------------------------------------------|----------------------------------------------|------------------------------------------|----------------------------------------------|------------------------------------------|
| 1372923_at | Pex11b               | 2.6                                          | 2.8E-11                                  | 2.7                                          | 1.4E-08                                  | 2.4                                          | 5.1E-07                                  | 2.5                                          | 1.9E-10                                  | 2.8                                          | 2.5E-08                                  | 2.3                                          | 6.4E-06                                  |
| 1385871_at | AA85982              | 2.4                                          | 5.7E-18                                  | 2.5                                          | 2.9E-15                                  | 2.2                                          | 1.7E-12                                  | 2.2                                          | 1.8E-17                                  | 2.0                                          | 2.3E-12                                  | 2.4                                          | 4.2E-14                                  |
| 1383058_at | 1383058_at           | 2.3                                          | 2.0E-19                                  | 2.5                                          | 2.0E-16                                  | 2.1                                          | 5.3E-13                                  | 2.5                                          | 4.9E-27                                  | 2.5                                          | 2.5E-22                                  | 2.5                                          | 1.1E-21                                  |
| 1382755_at | AI137236             | 2.2                                          | 4.2E-14                                  | 2.3                                          | 1.8E-11                                  | 2.0                                          | 2.6E-09                                  | 2.3                                          | 2.5E-18                                  | 2.2                                          | 1.5E-13                                  | 2.4                                          | 4.0E-14                                  |
| 1380507_at | 1380507_at           | 2.2                                          | 2.4E-09                                  | 2.1                                          | 2.4E-06                                  | 2.2                                          | 2.4E-06                                  | 2.1                                          | 2.9E-09                                  | 1.9                                          | 6.6E-06                                  | 2.2                                          | 7.6E-07                                  |
| 1396743_at | 1396743_at           | 2.1                                          | 2.4E-09                                  | 2.6                                          | 2.7E-08                                  | 1.8                                          | 2.9E-04                                  | 2.0                                          | 1.7E-09                                  | 2.5                                          | 5.1E-09                                  | 1.6                                          | 8.1E-04                                  |
| 1393410_at | Cntnap2_predicted    | 2.0                                          | 2.9E-08                                  | 2.0                                          | 7.9E-06                                  | 2.0                                          | 1.7E-05                                  | 1.6                                          | 1.7E-05                                  | 1.6                                          | 1.3E-03                                  | 1.7                                          | 1.1E-03                                  |
| 1380651_at | Rnf6_predicted       | 2.0                                          | 5.8E-08                                  | 1.6                                          | 1.3E-03                                  | 2.4                                          | 3.1E-07                                  | 1.7                                          | 5.0E-06                                  | 1.7                                          | 5.8E-04                                  | 1.8                                          | 4.2E-04                                  |
| 1379571_at | Pkp4_predicted       | 1.9                                          | 2.4E-06                                  | 2.1                                          | 5.1E-05                                  | 1.7                                          | 1.8E-03                                  | 2.0                                          | 1.6E-06                                  | 2.0                                          | 1.5E-04                                  | 2.0                                          | 3.7E-04                                  |
| 1394477_at | 1394477_at           | 1.8                                          | 9.2E-10                                  | 1.8                                          | 1.1E-06                                  | 1.9                                          | 1.3E-06                                  | 1.7                                          | 8.7E-09                                  | 1.6                                          | 1.1E-05                                  | 1.7                                          | 3.4E-06                                  |
| 1369962_at | Atic                 | 1.8                                          | 1.5E-08                                  | 2.0                                          | 4.5E-07                                  | 1.6                                          | 1.4E-04                                  | 1.7                                          | 2.4E-07                                  | 1.8                                          | 1.2E-05                                  | 1.6                                          | 3.0E-04                                  |
| 1380900_at | 1380900_at           | 1.8                                          | 3.1E-14                                  | 1.9                                          | 2.3E-11                                  | 1.8                                          | 1.3E-09                                  | 1.8                                          | 2.5E-17                                  | 1.8                                          | 8.3E-14                                  | 1.8                                          | 2.9E-12                                  |
| 1376745_at | mss4                 | 1.8                                          | 2.3E-17                                  | 1.7                                          | 9.0E-13                                  | 1.9                                          | 8.0E-14                                  | 1.7                                          | 2.4E-16                                  | 1.5                                          | 1.8E-09                                  | 2.0                                          | 4.8E-15                                  |
| 1385035_at | Usp12_predicted      | 1.8                                          | 7.9E-06                                  | 1.5                                          | 7.6E-03                                  | 2.1                                          | 4.7E-05                                  | 1.8                                          | 6.3E-07                                  | 1.7                                          | 2.4E-04                                  | 1.9                                          | 5.6E-05                                  |
| 1383298_at | RGD1310444_predicted | 1.7                                          | 3.5E-08                                  | 1.9                                          | 1.3E-06                                  | 1.6                                          | 1.7E-04                                  | 1.9                                          | 4.2E-08                                  | 1.6                                          | 1.6E-04                                  | 2.1                                          | 1.4E-06                                  |
| 1390605_at | Cdh11                | 1.7                                          | 1.4E-08                                  | 1.4                                          | 8.8E-04                                  | 2.0                                          | 5.3E-08                                  | 1.7                                          | 3.7E-11                                  | 1.5                                          | 2.3E-06                                  | 1.9                                          | 3.0E-09                                  |
| 1397516_at | Alg2_predicted       | 1.7                                          | 2.2E-05                                  | 1.7                                          | 8.6E-04                                  | 1.7                                          | 1.9E-03                                  | 1.4                                          | 1.0E-04                                  | 1.3                                          | 9.9E-03                                  | 1.5                                          | 1.1E-03                                  |
| 1369773_at | Bmp3                 | 1.6                                          | 1.6E-05                                  | 1.6                                          | 1.2E-03                                  | 1.7                                          | 8.3E-04                                  | 1.8                                          | 1.1E-06                                  | 2.1                                          | 4.1E-06                                  | 1.5                                          | 8.0E-03                                  |
| 1391564_at | LOC363022            | 1.6                                          | 5.3E-08                                  | 1.6                                          | 2.9E-05                                  | 1.7                                          | 1.1E-05                                  | 1.4                                          | 1.1E-05                                  | 1.4                                          | 8.4E-04                                  | 1.5                                          | 7.8E-04                                  |
| 1368379_at | Scarb2               | 1.6                                          | 5.6E-07                                  | 1.5                                          | 3.3E-04                                  | 1.7                                          | 3.2E-05                                  | 1.5                                          | 2.6E-07                                  | 1.6                                          | 8.3E-06                                  | 1.4                                          | 5.0E-04                                  |
| 1377422_at | Mtmr1_predicted      | 1.6                                          | 2.3E-05                                  | 1.6                                          | 9.2E-04                                  | 1.6                                          | 2.4E-03                                  | 1.5                                          | 1.5E-06                                  | 1.5                                          | 7.8E-05                                  | 1.4                                          | 7.8E-04                                  |
| 1377424_at | Dutp                 | 1.6                                          | 4.4E-08                                  | 1.6                                          | 9.7E-06                                  | 1.6                                          | 4.5E-05                                  | 1.4                                          | 2.6E-05                                  | 1.4                                          | 4.8E-03                                  | 1.5                                          | 4.4E-04                                  |
| 1394693_at | GB:AB014881          | 1.6                                          | 9.1E-07                                  | 1.8                                          | 3.1E-06                                  | 1.4                                          | 8.8E-03                                  | 1.5                                          | 1.1E-06                                  | 1.6                                          | 5.7E-06                                  | 1.3                                          | 6.6E-03                                  |
| 1392171_at | Chi3rl               | 1.6                                          | 1.2E-09                                  | 1.7                                          | 3.6E-08                                  | 1.4                                          | 7.4E-05                                  | 1.7                                          | 2.3E-15                                  | 1.6                                          | 7.5E-11                                  | 1.7                                          | 7.7E-12                                  |
| 1384783_at | RGD:628712           | 1.6                                          | 4.7E-07                                  | 1.7                                          | 6.7E-06                                  | 1.4                                          | 1.4E-03                                  | 1.5                                          | 3.3E-07                                  | 1.6                                          | 5.0E-06                                  | 1.4                                          | 1.3E-03                                  |
| 1393716_at | LOC502421            | 1.5                                          | 8.5E-11                                  | 1.7                                          | 2.0E-09                                  | 1.4                                          | 1.2E-05                                  | 1.3                                          | 2.2E-05                                  | 1.3                                          | 9.3E-04                                  | 1.2                                          | 2.2E-03                                  |
| 1380164_at | Tk2_predicted        | 1.5                                          | 3.0E-07                                  | 1.5                                          | 1.4E-04                                  | 1.6                                          | 2.8E-05                                  | 1.5                                          | 2.8E-08                                  | 1.5                                          | 3.7E-06                                  | 1.4                                          | 5.4E-05                                  |
| 1371749_at | RGD1306001_predicted | 1.5                                          | 5.7E-10                                  | 1.6                                          | 2.7E-08                                  | 1.4                                          | 3.3E-05                                  | 1.5                                          | 6.3E-09                                  | 1.5                                          | 1.2E-06                                  | 1.5                                          | 2.3E-05                                  |
| 1393783_at | Cntnap2_predicted    | 1.5                                          | 1.6E-07                                  | 1.6                                          | 2.0E-06                                  | 1.4                                          | 1.1E-03                                  | 1.3                                          | 1.3E-04                                  | 1.3                                          | 5.5E-03                                  | 1.3                                          | 3.4E-03                                  |
| 1398382_at | Mak3_predicted       | 1.5                                          | 1.4E-06                                  | 1.5                                          | 6.7E-05                                  | 1.5                                          | 6.7E-04                                  | 1.4                                          | 8.8E-06                                  | 1.4                                          | 9.7E-04                                  | 1.4                                          | 5.9E-04                                  |
| 1368883_at | Nov                  | 1.5                                          | 1.6E-07                                  | 1.5                                          | 2.3E-05                                  | 1.5                                          | 9.2E-05                                  | 1.5                                          | 3.6E-06                                  | 1.5                                          | 4.1E-04                                  | 1.5                                          | 4.7E-04                                  |
| 1395453_at | LOC362398            | 1.5                                          | 1.7E-05                                  | 1.4                                          | 3.0E-03                                  | 1.5                                          | 3.8E-04                                  | 1.3                                          | 6.3E-06                                  | 1.2                                          | 6.0E-03                                  | 1.5                                          | 4.1E-05                                  |
| 1381906_at | Tpd52_predicted      | 1.5                                          | 1.3E-07                                  | 1.4                                          | 3.4E-04                                  | 1.6                                          | 4.6E-06                                  | 1.4                                          | 8.0E-06                                  | 1.3                                          | 3.6E-03                                  | 1.6                                          | 1.1E-04                                  |
| 1372647_at | Prep                 | 1.5                                          | 1.7E-08                                  | 1.6                                          | 7.9E-08                                  | 1.3                                          | 1.6E-03                                  | 1.6                                          | 7.6E-11                                  | 1.7                                          | 1.3E-08                                  | 1.5                                          | 2.9E-06                                  |

# Supplementary material for: Expression Profiling of a Genetic Animal Model of Depression Reveals Novel Molecular Pathways Underlying Depressive-Like Behaviours
**Source:** PLoS One. 2010 Sep 7;5(9):e12596. doi: 10.1371/journal.pone.0012596
**Supplement:** Table S3 — Probesets for serotinergic, cholinergic and GABAergic receptors. Table summarising probesets for the serotinergic, cholinergic and GABAergic receptors showing significant changes in the model. Column 1 is Affymetrix probeset ID; column 2 is gene name; columns 3 and 4 are fold change and p-value respectively for combined analysis in PFC; columns 5 and 6 are fold change and p-value respectively for PFC in cohort 1; columns 7 and 8 are fold change and p-value respectively for PFC in cohort 2. Columns 9–14 are the equivalent HIP changes. Data is sorted based on fold change in PFC, and significant p-values are in bold. (0.02 MB PDF)

| Affy ID    | Gene Name | Fold Change<br>FSL vs FRL<br>combined<br>PFC | p-value<br>FSL vs FRL<br>combined<br>PFC | Fold Change<br>FSL vs FRL<br>cohort 1<br>PFC | p-value<br>FSL vs FRL<br>cohort 1<br>PFC | Fold Change<br>FSL vs FRL<br>cohort 2<br>PFC | p-value<br>FSL vs FRL<br>cohort 2<br>PFC | Fold Change<br>FSL vs FRL<br>combined<br>HIP | p-value<br>FSL vs FRL<br>combined<br>HIP | Fold Change<br>FSL vs FRL<br>cohort 1<br>HIP | p-value<br>FSL vs FRL<br>cohort 1<br>HIP | Fold Change<br>FSL vs FRL<br>cohort 2<br>HIP | p-value<br>FSL vs FRL<br>cohort 2<br>HIP |
|------------|-----------|----------------------------------------------|------------------------------------------|----------------------------------------------|------------------------------------------|----------------------------------------------|------------------------------------------|----------------------------------------------|------------------------------------------|----------------------------------------------|------------------------------------------|----------------------------------------------|------------------------------------------|
| 1369809_at | Htr1a     | 1.3                                          | 2.6E-05                                  | 1.4                                          | 2.0E-04                                  | 1.3                                          | 1.1E-02                                  | 1.2                                          | 5.4E-05                                  | 1.2                                          | 1.5E-02                                  | 1.3                                          | 2.7E-04                                  |
| 1395089_at | Htr1a     | 1.2                                          | 6.5E-06                                  | 1.2                                          | 1.7E-04                                  | 1.2                                          | 2.0E-03                                  | 1.1                                          | 1.3E-02                                  | 1.0                                          | 9.1E-01                                  | 1.3                                          | 7.5E-04                                  |
| 1376458_at | Htr1a     | 1.1                                          | 2.2E-03                                  | 1.1                                          | 6.3E-02                                  | 1.1                                          | 7.9E-03                                  | 1.1                                          | 9.0E-02                                  | 1.0                                          | 9.1E-01                                  | 1.3                                          | 2.0E-02                                  |
| 1369124_at | Htr2a     | 1.2                                          | 2.7E-02                                  | 1.1                                          | 2.0E-01                                  | 1.2                                          | 5.3E-02                                  | 1.2                                          | 1.7E-03                                  | 1.2                                          | 9.9E-03                                  | 1.2                                          | 4.6E-02                                  |
| 1369125_at | Htr2a     | 1.2                                          | 7.8E-03                                  | 1.2                                          | 9.8E-02                                  | 1.3                                          | 2.5E-02                                  | 1.4                                          | 4.2E-04                                  | 1.5                                          | 2.6E-03                                  | 1.3                                          | 3.0E-02                                  |
| 1394517_at | Chrm2     | 1.2                                          | 1.0E-06                                  | 1.3                                          | 1.1E-05                                  | 1.2                                          | 2.6E-03                                  | 1.1                                          | 9.2E-02                                  | 1.0                                          | 7.5E-01                                  | 1.2                                          | 3.5E-02                                  |
| 1369245_at | Chrm2     | 1.1                                          | 3.0E-02                                  | 1.1                                          | 1.5E-01                                  | 1.1                                          | 8.8E-02                                  | 1.1                                          | 1.5E-01                                  | 1.0                                          | 6.4E-01                                  | 1.2                                          | 1.1E-01                                  |
| 1395429_at | Chrna7    | 1.1                                          | 1.0E-02                                  | 1.2                                          | 4.1E-02                                  | 1.1                                          | 9.5E-02                                  | 1.1                                          | 1.1E-01                                  | 1.2                                          | 1.1E-01                                  | 1.1                                          | 5.2E-01                                  |
| 1387419_at | Chrna7    | 1.2                                          | 2.3E-04                                  | 1.2                                          | 1.3E-02                                  | 1.2                                          | 2.3E-03                                  | 1.2                                          | 9.1E-05                                  | 1.2                                          | 1.6E-03                                  | 1.2                                          | 7.1E-03                                  |
| 1369818_at | Gabrb2    | 1.4                                          | 1.7E-04                                  | 1.3                                          | 1.5E-02                                  | 1.5                                          | 1.3E-03                                  | 1.1                                          | 3.7E-01                                  | 1.0                                          | 9.7E-01                                  | 1.2                                          | 2.1E-01                                  |
| 1369903_at | Gabrb3    | 1.4                                          | 8.5E-06                                  | 1.3                                          | 1.5E-03                                  | 1.4                                          | 2.6E-04                                  | 1.3                                          | 2.9E-03                                  | 1.2                                          | 1.3E-01                                  | 1.4                                          | 4.4E-03                                  |
| 1382132_at | Gabrb3    | 1.1                                          | 5.0E-04                                  | 1.1                                          | 2.7E-03                                  | 1.1                                          | 3.8E-02                                  | 1.0                                          | 2.8E-02                                  | 1.0                                          | 1.3E-01                                  | 1.0                                          | 9.9E-02                                  |
| 1378391_at | Gabrb3    | 1.1                                          | 2.3E-02                                  | 1.1                                          | 3.0E-01                                  | 1.1                                          | 2.1E-02                                  | 1.1                                          | 5.1E-02                                  | 1.0                                          | 4.9E-01                                  | 1.1                                          | 3.3E-02                                  |

# Supplementary material for: Expression Profiling of a Genetic Animal Model of Depression Reveals Novel Molecular Pathways Underlying Depressive-Like Behaviours
**Source:** PLoS One. 2010 Sep 7;5(9):e12596. doi: 10.1371/journal.pone.0012596
**Supplement:** Table S5 — Primer and probe sequence information for the real-time PCR assays. (0.03 MB PDF)

| Gene                 | Forward Primer Sequence   | Reverse Primer Sequence  | Probe Sequence (5'FAM, 3'TAMRA) |
|----------------------|---------------------------|--------------------------|---------------------------------|
| TMEM176A             | TGTGCTGGTACGTGTTGCTAGA    | GTCAGGGAACCAGAGAACATTCTG | CCATGACGCAGGTGACCTAACCAGTCC     |
| FAM111A              | TGACACTCAAGTCTTGGTCCTTTG  | CCCAGCAACATTCTTCAGC      | AATCTCATCAAAAACAGAGTCAAGGAG     |
| CA3                  | GCTTGCCGGGACTATTGGAC      | AGCTCACTGTCATGGGCTCTTTC  | AGTAGCAGCCACACAATGCACTCCTCG     |
| Rnase4               | TCACGAAGGCATAGTGAGGGTC    | ACAGGCAATGACAACTCGCC     | CCTACAGTTGTGGGGCACAGAGCTCCC     |
| RGD1565398_predicted | GGTCAAGGCCAGCAACAGC       | CGTCGTTGATGAAATCCATGC    | TCGAGCGTCTCTTCAGTTCCAGCAGAA     |
| 1392736_at           | GGCCTCCTGGTTAGCTGTGT      | GGGATGGTGAGAAAACAAGAGAA  | AAATGCTGTTTGCCCTCTTCGGTAGACTCT  |
| RICS_predicted       | CCTATGTGCCCTCTGGCTTTG     | GGATGTGGCAAGGACAGCTC     | ATCCACAGAGCAGGACATACGCCACAG     |
| ILF3                 | CCGAAACATGCTGGGAAGAAG     | GGTTGTAAGGTTGCTGCTGGC    | ACCCTCTACAGCTCGGGCTACCACTC      |
| Pex11b               | GGCTTCTTCCTTGGGTCTGC      | GAAGAGGCCAGACACAGCATC    | TCAGACAGACGCTCCTCTGGTCTTCCA     |
| mss4                 | GAAGAAGCCGGATCTGGTGG      | AAAGCCACGTTCTCAAAGATG    | TCCTCGAGGACATCACCATCAGGATTG     |
| 1383058_at           | TCAAGGTTGGGCTCCGATTC      | AGCGGTGTGGTGTCTCTTGG     | CTGCATCTTGGGATCTAGGCCCGTGG      |
| AI137236             | TGTTAGGTGTGCACCAGCAG      | GGTGGAGGCGTCTTAGATGG     | TTTGGAGTTCAAACCTCTTTGGGTGCA     |
| Chrna7               | CTTGTCAGCACAAGCCTCGG      | GGCCTCGGAAGCCAATGTAG     | CAGTGTGGAGCTGAGTGCAGGTGCTG      |
| Chrm2                | CCTACCCAGTTAAGCGGACCAC    | TGCCAGAAGAGAATGGCTGG     | CTGCGTGGGTCTTTCTTCATCCTCT       |
| Htr1a                | TGGCTCTGGTCTCTGCCTTTC     | GGATTGAGCAGGGAGTTGGAG    | TTAATTATGGCACCCAACAACGCAGGC     |
| Htr2a                | TGACCTCAGCACTCGAGCCA      | TGTGGATGGACCGTTGGAAG     | AGCCTCCTTCAGCTTCCTCCCTCAGAG     |
| Gabbr2               | GCCTCCCATGAGAAGCAAGG      | GGACCACAGGATAGGCCAGC     | TCCAAGTCCTACATCAGGCATCAAGCTGT   |
| Gabbr3               | CATGGGCGGTACATGGGA        | GCGAAGACCTCCTCCGTAGG     | ACAGAAGCATCCCGCACAAGAAGACG      |
| GAPDH                | CAAGGTCATCCATGACAACTTTG   | GGGCCATCCACAGTCTTCTG     | ACCACAGTCCATGCCATCACTGCCA       |
| PPIA                 | TTATCTGCACTGCCAAGACTGA    | CCACAATGCTCATGCCTTCTTTC  | CCAAAGACCACATGCTTGCCATCCA       |
| HPRT                 | TTGCTCGAGATGTCATGAAGGAG   | ATGTAATCCAGCAGGTCAGCAAAG | ATCACATTGTGGCCCTCTGTGTGCTG      |
| ACTB                 | GAGCTATGAGCTGCCTGACG      | AGTTTCATGGATGCCACAGGA    | CATCACTATCGGCAATGAGCGGTTCC      |
| MRFAP1               | CATCTGGGACTGTGGATGGG      | CCAACAACTCATCAGGCAGG     | ACACGGCTAGGACTGATGACCTGGGAG     |
| RGD1310230           | CTTGCAAGATGCAGGGAAGG      | CAAAGGAGCGTGTGTAGGCG     | AGAGTGGAGAGCTGACCTGTGCTGAC      |
| PHPT1_predicted      | TTCTGTATGTGGACATTGATTGAG  | TTTCTTGCCTCCCTCGC        | TTGAGTCCACTTAGCAGAGCCTTCCG      |
| CDIPT                | CAAAGGTGGTTGGCTCCTCC      | TGGCCAGCCAGGACATAGAG     | ATTCCAGTGACCTCAGAGAGGCCTCGA     |

How the deposited data were processed for this re-analysis (not part of the article)

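Gene expression was measured in the hippocampus and the prefrontal/frontal cortex of FSL and FRL rats on an Affymetrix rat genome array, with 78 arrays, 39 of each region, in 2 cohorts. The authors extracted and normalised the arrays in Rosetta Resolver 5.1 and deposited 1 background-subtracted intensity per probeset and array on a linear scale. The line, cohort and region of each array were taken from its label, and no array was left out. The authors' analysis of variance included the labelling batch, which the labels do not give, so that it is not in the models here.

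Intensities under 1 were set to 1 and taken to the log2 scale. The 57 control probesets were left out of the tests, and probesets above 30 in at least 50% of the arrays of each line were kept in each region, as the paper did. Each region was fitted with limma 3.58.1 in R 4.3.3, with a mean for each line in each cohort and moderated variances. The contrasts were FSL minus FRL in cohort 1, in cohort 2, over both cohorts with equal weight, and the difference between the cohorts. The difference between the regions was fitted over all 78 arrays. The paper takes both regions from the same animals, and as the labels do not say which arrays share an animal, the fit treats them as independent. An unadjusted p of 0.05 in each cohort is the paper's threshold, and an adjusted p (Benjamini and Hochberg) under 0.05 over the kept probesets decides whether a gene is called higher or lower. Each region has 22 FRL and 17 FSL rats, and the standard error is given for some of the changes.

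The genes named are those the paper names in its text, Tables 1 and 2, Table S1 or Table S3, the 10 probesets with the largest rise and the 10 with the largest fall in each region among those that passed over both cohorts and in each, up to 4 members of each gene list with the smallest adjusted p, and the 5 probesets with the smallest p for the differences between regions and between cohorts. The values in the paper's tables had been seen when this rule was set. A set of 36 gene lists was written from general knowledge of gene function and cell types, with 1 probeset for each gene, the one with the highest mean intensity. They cover receptors (serotonin, muscarinic, nicotinic, GABA A, GABA B, ionotropic and metabotropic glutamate, dopamine), monoamine and acetylcholine metabolism, immediate early genes, neurotrophins, neuropeptides, the stress hormone axis, the Rab3 cycle, peroxisome biogenesis, peroxisomal enzymes, antioxidant enzymes, carbonic anhydrases, the RNase A family, antigen processing, markers of cell types and of neighbouring tissues, housekeeping genes and the invariant genes of the study. Each list was tested with limma's camera at a preset correlation of 0.01 between genes, and again with the correlation estimated from the arrays, and each p was adjusted over the lists of the region. Probesets of a gene are told apart by their intensity in P/FC of FRL rats, as the dimmest, the middle and the brightest, and those with no gene symbol are described and not named. Gapdh and Actb were read from control probesets, and the log2 ratio of their 3' to 5' probesets was compared between the lines by an exact permutation test.

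The alternatives were a plain analysis of variance, no filter, filters of 100 in each line and of 30 in either line, and quantile normalisation. Others were 16 added before the logarithm, a separate fit of each cohort, the first residual component as a covariate, and the mean of all probesets of a gene. A further one was the sample number as a block, which within a region joins an FSL and an FRL rat of the same cohort. These alternatives, the contrasts, the filter and the rule for named genes were set before the data were examined. Covariates were added afterwards, the Gapdh and the Actb 3' to 5' ratio and scores of tissue markers (choroid plexus and thalamus in HIP, striatum and meninges in P/FC). Each count was also computed for 100 splits of the rats into groups of the same sizes within each cohort, the real split among them, and each ratio covariate for 99 draws of the ratio shuffled within line and cohort, which keep the group means. Data were simulated for HIP and P/FC with changes added to some probesets. They do not hold the line differences of the real arrays and are not shown to hold the correlation between genes. The rates that follow are those of the procedure on these simulated data alone. In HIP the procedure called 67.2% of 67 probesets changed 1.2-fold and all of those changed 1.5-fold or 2-fold, and 10 of 21430 unchanged probesets. In P/FC it called 53.7% of 67 changed 1.2-fold, 92.5% of 67 changed 1.5-fold and all of 66 changed 2-fold, and 8 of 22170 unchanged probesets. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15, and the permutation tests used numpy 2.4.6 and scipy 1.17.1. Behaviour and real-time PCR were not part of the files, and a few genes that the paper names are not reported here.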

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

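The splits of the rats for the gene lists, for the difference between the cohorts and for that between the regions were chosen after the results were seen, and the tests of these differences and of the lists were not.

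Single arrays stood apart from the rest of their group of 8 to 10 by Dixon's test of the gap to the nearest array over the range of the group, in 17 of 162 groups over 28 probesets, where chance gives about 1 in 20 groups, 8.10 here. In HIP of FRL rats of cohort 2, the highest array was at 142 (94.1 to 119 in the other arrays) for Dhx36 (AA859982 in the paper), 64.1 (29.7 to 48.0 in the other arrays) for the dimmer probeset of Gabrb2 and 56.5 (30.5 to 43.9 in the other arrays) for that of Htr2a that is dimmer in P/FC, and the lowest was at 82.9 (131 to 186 in the other arrays) for the dimmer of Chrna7. In HIP of FSL rats, the highest array was at 230.3 (56.4 to 123 in the other arrays) for Arhgap32 in cohort 1 and 50.1 (35.8 to 39.3 in the other arrays) for the dimmer probeset of Car3 in cohort 2, and the lowest at 778 (804 to 831 in the other arrays) for Cdipt in cohort 1 and 867 (912 to 952 in the other arrays) for Hprt1 in cohort 2. In P/FC of FRL rats of cohort 2, the highest array was at 1550.0 (1397 to 1473 in the other arrays) for Mff, 517 (51.4 to 286 in the other arrays) and 721 (32.1 to 355 in the other arrays) for the dimmer and the brighter probeset of Rnase4, and 395 (211 to 296 in the other arrays) for Tmem176a. In P/FC of FSL rats of cohort 1, the highest array was at 179.7 (25.7 to 41.9 in the other arrays) for Fam111a and 627 (567 to 595 in the other arrays) for Phpt1, and the lowest at 115 (131 to 147 in the other arrays) for Tmem176a. In cohort 2 the highest was at 186 (121 to 147 in the other arrays) for AI137236 and 52.8 (29.0 to 39.2 in the other arrays) for Col6a1.

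The line difference of 14 probesets differed between the regions by a test of the difference itself. The 5 with the smallest p, as P/FC minus HIP on the log2 scale, are a probeset with no gene name at 0.50 (adjusted p = 1.86e-10, FSL beyond the FRL median of P/FC in 17 of 17 rats), Col6a1 at -0.94 (adjusted p = 7.06e-06), Pstpip1 at -0.66 (adjusted p = 7.76e-05), Irf2bpl at 0.31 (adjusted p = 0.00105) and Prss23 at -0.68 (adjusted p = 0.00105). Of 100 splits of the rats 1, the real one, gave a count of 14 or more, and the highest other count was 1, so that chance is excluded for the count under splits drawn for each region apart, as the labels do not say which arrays share an animal.

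For 5 gene lists the line difference differed between the cohorts in limma's camera test, as the median of cohort 2 minus cohort 1. In HIP these are the antioxidant enzymes at -0.093 (camera adjusted p = 6.63e-04, adjusted p = 0.0750 with an estimated correlation) and the oligodendrocyte markers at 0.19 (camera adjusted p = 1.13e-05, adjusted p = 0.600 with an estimated correlation). In P/FC they are the immediate early genes at 0.19 (camera adjusted p = 0.0112, adjusted p = 0.652 with an estimated correlation), the neuron markers at 0.24 (camera adjusted p = 0.0130, adjusted p = 0.598 with an estimated correlation) and the striatum markers at -0.96 (camera adjusted p = 1.97e-05, adjusted p = 0.652 with an estimated correlation). For single probesets this difference was called for 0 in either region by limma (936 in HIP and 1036 in P/FC at an unadjusted p of 0.05), and since each of 100 splits in HIP and 100 in P/FC must reach a count of 0 (highest other counts 26 and 2), the splits decide nothing here.

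Gene lists outside those the paper discusses passed camera's test in the contrast over both cohorts. In HIP the median log2 changes were -0.18 for the immediate early genes (11 of 14 negative), -0.068 for the microglia markers (11 of 13 negative), -0.11 for the astrocyte markers (9 of 10 negative) and 0.088 for the interneuron markers (9 of 9 positive). In P/FC they were -0.35 for the immediate early genes (13 of 15 negative), 0.12 for the antioxidant enzymes (12 of 21 positive), -0.21 for the microglia markers (14 of 14 negative), -0.24 for the astrocyte markers (10 of 10 negative), -0.20 for the oligodendrocyte precursor markers (5 of 5 negative), -0.16 for the endothelial and mural markers (11 of 12 negative) and 0.53 for the striatum markers (10 of 11 positive). With a correlation estimated from the arrays the astrocyte markers of HIP alone of these stay called (adjusted p = 0.0364), and the others have an adjusted p from 0.208 to 0.552. With 8 lists called in HIP, 1 of 100 splits, the real one, gave as many and the highest other count was 7, and with 10 called in P/FC, 3 of 100 gave as many and the highest other count was 12. Chance is excluded for both counts at a share of splits under 0.05, but a split that calls more lists in P/FC and 1 that calls nearly as many in HIP point to a structure shared by the genes of a list across rats: with the real split included, the astrocyte markers were called in 19 splits of HIP and 22 of P/FC, the immediate early genes in 23 and 29 and the microglia markers in 8 and 24, and in P/FC the endothelial and mural markers in 20, the serotonin receptors in 15 and the striatum markers in 37.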

How the results depend on the processing

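The tests with the Gapdh ratio, with the Actb ratio and with tissue marker scores as covariates were chosen after the results were seen. What limits these values is the use of intensities that had been normalised and background-subtracted, so that probesets near the background have uncertain folds, and a labelling batch that is not known. For the settings set in advance, 4203 of 4382 comparisons of named probesets gave the same result, 69 a weaker one, 86 a stronger one, 1 a reversed one and 23 a change of sign where neither setting called, and for gene lists 634 of 686 gave the same result, 36 a weaker and 2 a stronger one and 14 a change of sign without a call. The reversed value is that of Slc1a3 in HIP, at 0.10 with the mean of all probesets of a gene. The share of probesets with the same sign in both cohorts stayed between 97.4% and 99.7% in every setting run, and the count for the difference between cohorts was 0 in each. No array lay more than 5 median absolute deviations from the median of its region (at most 1.89 in HIP and 2.14 in P/FC), so that the setting without such arrays is not run.

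The following counts moved by more than 1.5 times, and except where the construction shows it the cause was not tested. With a filter of 100 in each line, which removes probesets, 1967 in place of 3134 probesets passed in cohort 1 of HIP and 6 in place of 14 in the difference between regions, and the first residual component gave 2389 in place of 1586 in HIP over both cohorts. With the Gapdh ratio P/FC had 3427 in place of 5163 in cohort 1, 2335 in place of 4430 in cohort 2, 853 in place of 4166 over both cohorts and 942 in place of 2219 in both, 360 in place of 644 passed in both regions and 582 in place of 1575 in P/FC alone, and 7 in the difference between regions. With the Actb ratio HIP had 1962 in place of 2981 in cohort 2, 442 over both cohorts and 675 in place of 1065 in both, 323 passed in both regions and 9 in the difference between regions, and Syt1 (-0.016) and the Rab3 list of HIP turned sign and did not pass. With the marker scores 9 passed in the difference between regions. The paper takes both regions from the same animals, but the sample numbers are not shown to pair them. The correlation of HIP and P/FC arrays with the same number ranges from -0.28 to 0.37, and 7 of 39 correlate best with their own number. Within a region the block joined an FSL and an FRL rat of the same cohort and number, which nothing shows to be related. Of 17 such pairs, 5 correlate best with their own number in HIP and 5 in P/FC. With this arbitrary pairing the block gave 4307 in cohort 1 and 2092 over both cohorts in HIP and 5588 and 3901 in P/FC. It gave 685 in place of 421 in HIP alone.

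The median log2 changes of gene lists follow where a call or a sign changed. Without the filter serotonin receptors (0.069), carbonic anhydrases (-0.10), housekeeping genes (0.056) in HIP and antioxidant enzymes (0.063), housekeeping genes (0.071) in P/FC lost their call, while monoamine synthesis (-0.028) in HIP and choroid plexus markers (-0.0035) in P/FC changed sign without a call in either setting. With a filter of 100 in each line serotonin receptors (0.17), immediate early genes (-0.15), Rab3 cycle (0.00089), carbonic anhydrases (-0.11), housekeeping genes (0.059) in HIP and serotonin receptors (0.28), GABA A subunits (0.094), antioxidant enzymes (0.063), oligodendrocyte precursor markers (-0.23), endothelial and mural markers (-0.21), striatum markers (0.36), housekeeping genes (0.081) in P/FC lost their call, while peroxisome biogenesis (0.072, adjusted p = 0.0434) in HIP passed, while monoamine synthesis (-0.049), neurotrophins (-0.048), striatum markers (-0.058) in HIP and monoamine synthesis (-0.12), neurotrophins (0.079) in P/FC changed sign without a call in either setting. With quantile normalisation neuron markers (0.10, adjusted p = 0.0488) in P/FC passed, while choroid plexus markers (0.00050) in HIP changed sign without a call in either setting. With 16 added before the logarithm monoamine synthesis (-0.00019) in P/FC changed sign without a call in either setting. With a plain analysis of variance serotonin receptors (0.11) in HIP lost their call. With each cohort fitted separately housekeeping genes (0.059) in HIP and antioxidant enzymes (0.12), housekeeping genes (0.081) in P/FC lost their call. With the first residual component serotonin receptors (0.11) in HIP and antioxidant enzymes (0.12) in P/FC lost their call. With the mean of all probesets housekeeping genes (0.046) in HIP and housekeeping genes (0.075) in P/FC lost their call, while ionotropic glutamate receptors (0.015) in HIP and metabotropic glutamate receptors (0.026), oligodendrocyte markers (0.011) in P/FC changed sign without a call in either setting. With the sample number as a block serotonin receptors (0.12), immediate early genes (-0.18), Rab3 cycle (0.015), carbonic anhydrases (-0.12), microglia markers (-0.068), housekeeping genes (0.065) in HIP and serotonin receptors (0.11), antioxidant enzymes (0.11), oligodendrocyte precursor markers (-0.18), striatum markers (0.38), housekeeping genes (0.077) in P/FC lost their call, while neurotrophins (-0.0029), choroid plexus markers (0.025) in HIP changed sign without a call in either setting. With the Gapdh ratio serotonin receptors (0.082), immediate early genes (-0.14), housekeeping genes (0.056) in HIP and serotonin receptors (0.11), GABA A subunits (0.045), antioxidant enzymes (0.082), striatum markers (0.32), housekeeping genes (0.043) in P/FC lost their call, while neurotrophins (-0.0024), choroid plexus markers (0.097) in HIP and metabotropic glutamate receptors (0.030), monoamine synthesis (-0.042), Rab3 cycle (-0.029) in P/FC changed sign without a call in either setting. With the Actb ratio serotonin receptors (0.076), Rab3 cycle (-0.0030), microglia markers (-0.054), interneuron markers (0.062), housekeeping genes (0.040) in HIP and serotonin receptors (0.11), GABA A subunits (0.095), antioxidant enzymes (0.11), striatum markers (0.47), housekeeping genes (0.069) in P/FC lost their call, while nicotinic receptors (-0.027), GABA-B receptor subunits (0.016), metabotropic glutamate receptors (0.011), neurotrophins (-0.030), oligodendrocyte markers (0.00023) in HIP and monoamine synthesis (-0.0084), choroid plexus markers (-0.0033), invariant genes of the study (-0.00061) in P/FC changed sign without a call in either setting. With the marker scores serotonin receptors (0.11), housekeeping genes (0.058) in HIP and serotonin receptors (0.12), antioxidant enzymes (0.031), striatum markers (0.025), housekeeping genes (0.061) in P/FC lost their call, while neurotrophins (-0.00052) in HIP and monoamine synthesis (-0.039), choroid plexus markers (-0.0076) in P/FC changed sign without a call in either setting. The fall of the striatum markers in P/FC follows from the construction, as they make up the score.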

Differences from the paper's values

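Of the counts, shares and folds that the paper states and that were computed here at its thresholds, none differs by more than 1.5 times in the setting chosen first. The paper's counts of probesets are higher than those here throughout. The paper's 3748 and 3799 probesets of HIP stand beside 3134 and 2981, its 1493 shared between cohorts beside 1065, its 6288 and 5338 of P/FC beside 5163 and 4430, its 2780 shared beside 2219 and its 915 in both regions beside 644. The count of cohort 1 of HIP reaches the paper's without the filter (4013), with the first residual component (3915) and with the sample number as a block (4307), and no setting run reaches it in cohort 2 of HIP, where the highest is 3627 with the first residual component, nor in either cohort of P/FC (highest 5932 and 5024, without the filter), for the shared probesets of HIP (1330, with the block) or P/FC (2544, with the first residual component) or for both regions (767, with the same component). The paper's 578 probesets of HIP alone and 1865 of P/FC alone stand beside 421 and 1575, and the block reaches the first (685). The counts with the block rest on pairs of an FSL and an FRL rat that are not shown to be related.

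The paper states that other members of the receptor families did not change. Those named here are not all that passed, as 4 of 9 serotonin receptors were higher in P/FC. Here 3 others passed its threshold in both cohorts, Htr5a in P/FC (p = 3.28e-04 and p = 0.0205), Gabra2 in P/FC (p = 0.00128 and p = 0.00595) and Chrm3 in HIP (p = 0.0415 and p = 0.00266), and Htr1b and Htr3a in HIP and Gabra3 and Gabra4 in P/FC passed the adjusted threshold over both cohorts, as did Gabrd in P/FC, which was lower. With the Gapdh 3' to 5' ratio as a covariate, chosen after seeing the values, Htr5a, Gabra2, Htr1b, Htr3a, Gabra3 and Gabra4 do not pass, and of the paper's receptors in P/FC Htr1a, Htr2a, Chrna7 and Gabrb2 are also lost. With the Actb ratio, also chosen after seeing the values, Htr1b and Htr3a do not pass, and of the paper's receptors Htr1a and Chrna7 in HIP and Htr2a, Chrna7 and Gabrb2 in P/FC are also lost.

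The paper describes the receptor changes as assayed with several probesets and in both cohorts. Its Table S3 also lists probesets that do not pass in a cohort. Here Htr2a, at the probeset that is dimmer in P/FC, passed in HIP in cohort 1 and not in cohort 2 (p = 0.0598), and its other probeset, which the paper's Table S3 lists for HIP, did not pass the intensity filter there. Over both cohorts the former has an adjusted p of 0.0570, and passes with quantile normalisation (0.0454), each cohort fitted separately (0.0497), the first residual component (0.0463) and the block, and with tissue marker scores (0.0317), chosen after seeing the values, a setting that drops the paper's Gabrb2 in P/FC. Gabrb2 at its dimmer and Chrna7 at its brighter probeset passed in cohort 2 of P/FC and not in cohort 1, where the paper's table has both cohorts. Chrm2 passed in both cohorts of P/FC at 1 of its 2 probesets, as it does in the paper's table.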

Other observations

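The splits for cohorts 1 and 2 and for both regions, the RNA quality tests, the test of neighbours that both have large changes, the test of the whole share of other tissue and the test of 2 levels within a line were chosen after the results were seen.

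Beyond the lists at the claims, transcripts of hormone signalling, antigen processing and lipid oxidation changed in single genes. Per1, a clock gene that glucocorticoids switch on, was lower in HIP (-0.34) and P/FC (-0.65), and Nr3c2 was higher in P/FC (0.27). Among antigen processing genes B2m, the light chain of class I molecules, was lower (-0.14 in HIP and -0.23 in P/FC) and RT1-M3-1, a class I molecule, was higher (0.27 and 0.21). Pecr, a reductase of peroxisomal fatty acid metabolism, was higher in both regions (0.14 and 0.17). With the Gapdh ratio as a covariate Per1 did not pass in either region, nor B2m and Pecr in P/FC, and with that of Actb Per1, B2m and Pecr did not pass in HIP. In limma's tests the other lists gave the following. Of the genes of the GABA B subunits, 0 of 2 passed in HIP (0 at an unadjusted p under 0.05, 0 over the list alone, camera adjusted p = 0.675), and 0 of 2 passed in P/FC (1 at an unadjusted p under 0.05, 1 over the list alone, camera adjusted p = 0.433). As for ionotropic glutamate receptors, 1 lower of 14 in HIP, 13 not passed (2 higher and 2 lower over the list alone, camera adjusted p = 0.869), and 1 higher and 2 lower of 15 in P/FC, 12 not passed (2 higher and 3 lower over the list alone, camera adjusted p = 0.865). In the list of metabotropic glutamate receptors, 1 lower of 7 in HIP, 6 not passed (1 higher and 1 lower over the list alone, camera adjusted p = 0.442), and 1 higher and 1 lower of 7 in P/FC, 5 not passed (1 higher and 3 lower over the list alone, camera adjusted p = 0.534). Over dopamine receptors, 0 of 4 passed in HIP (0 at an unadjusted p under 0.05, 0 over the list alone, camera adjusted p = 0.403), and 1 higher of 5 in P/FC, 4 not passed (2 higher and 0 lower over the list alone, camera adjusted p = 0.134). Among monoamine metabolism, 1 lower of 7 in HIP, 6 not passed (0 higher and 1 lower over the list alone, camera adjusted p = 0.870), and 1 lower of 7 in P/FC, 6 not passed (0 higher and 1 lower over the list alone, camera adjusted p = 0.619). Of the genes of acetylcholine metabolism, 0 of 2 passed in HIP (0 at an unadjusted p under 0.05, 0 over the list alone, camera adjusted p = 0.812), and 1 higher of 2 in P/FC, 1 not passed (1 higher and 0 lower over the list alone, camera adjusted p = 0.343). As for neurotrophins and their receptors, 0 of 8 passed in HIP (1 at an unadjusted p under 0.05, 0 over the list alone, camera adjusted p = 0.869), and 1 higher and 1 lower of 7 in P/FC, 5 not passed (1 higher and 2 lower over the list alone, camera adjusted p = 0.851). In the list of neuropeptides, 0 of 10 passed in HIP (2 at an unadjusted p under 0.05, 1 over the list alone, camera adjusted p = 0.330), and 2 higher of 13 in P/FC, 11 not passed (2 higher and 0 lower over the list alone, camera adjusted p = 0.114). Over the stress hormone axis, 1 lower of 8 in HIP, 7 not passed (0 higher and 1 lower over the list alone, camera adjusted p = 0.475), and 1 higher and 2 lower of 9 in P/FC, 6 not passed (1 higher and 2 lower over the list alone, camera adjusted p = 0.473). Among peroxisomal enzymes, 2 higher of 12 in HIP, 10 not passed (3 higher and 1 lower over the list alone, camera adjusted p = 0.870), and 2 higher and 2 lower of 13 in P/FC, 9 not passed (2 higher and 2 lower over the list alone, camera adjusted p = 0.896). Of the genes of antigen processing, 1 higher and 1 lower of 15 in HIP, 13 not passed (1 higher and 1 lower over the list alone, camera adjusted p = 0.673), and 1 higher and 2 lower of 15 in P/FC, 12 not passed (1 higher and 5 lower over the list alone, camera adjusted p = 0.114).

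Of markers of cell types and tissues, neuron markers had 3 higher and 1 lower of 11 in HIP, 7 not passed (4 higher and 1 lower over the list alone, camera adjusted p = 0.0836) and 5 higher and 1 lower of 11 in P/FC, 5 not passed (5 higher and 1 lower over the list alone, camera adjusted p = 0.104). As for oligodendrocyte markers, 0 of 10 passed in HIP (1 at an unadjusted p under 0.05, 0 over the list alone, camera adjusted p = 0.416), and 0 of 10 passed in P/FC (0 at an unadjusted p under 0.05, 0 over the list alone, camera adjusted p = 0.931). In the list of choroid plexus markers, 0 of 5 passed in HIP (0 at an unadjusted p under 0.05, 0 over the list alone, camera adjusted p = 0.870), and 0 of 5 passed in P/FC (0 at an unadjusted p under 0.05, 0 over the list alone, camera adjusted p = 0.931). Over red blood cell markers, 0 of 3 passed in HIP (1 at an unadjusted p under 0.05, 0 over the list alone, camera adjusted p = 0.632), and 0 of 3 passed in P/FC (1 at an unadjusted p under 0.05, 1 over the list alone, camera adjusted p = 0.447). Among meninges markers, 1 higher of 9 in HIP, 8 not passed (1 higher and 0 lower over the list alone, camera adjusted p = 0.895), and 0 of 8 passed in P/FC (1 at an unadjusted p under 0.05, 0 over the list alone, camera adjusted p = 0.708). Of the genes of thalamus markers, 0 of 6 passed in HIP (1 at an unadjusted p under 0.05, 0 over the list alone, camera adjusted p = 0.869), and 2 higher and 1 lower of 7 in P/FC, 4 not passed (2 higher and 1 lower over the list alone, camera adjusted p = 0.619). As for hippocampal granule and pyramidal cell markers, 0 of 7 passed in HIP (0 at an unadjusted p under 0.05, 0 over the list alone, camera adjusted p = 0.535), and 1 higher of 6 in P/FC, 5 not passed (1 higher and 0 lower over the list alone, camera adjusted p = 0.271). The antioxidant enzymes had 2 higher and 1 lower of 21 in HIP, 18 not passed (5 higher and 3 lower over the list alone, camera adjusted p = 0.296), the endothelial and mural markers 1 lower of 12 in HIP, 11 not passed (0 higher and 2 lower over the list alone, camera adjusted p = 0.154) and the interneuron markers 3 higher of 9 in P/FC, 6 not passed (4 higher and 0 lower over the list alone, camera adjusted p = 0.135). For the oligodendrocyte precursor markers 0 of 5 passed in HIP (1 at an unadjusted p under 0.05, 0 over the list alone, camera adjusted p = 0.330), and for the striatum markers 0 of 9 passed in HIP (2 at an unadjusted p under 0.05, 0 over the list alone, camera adjusted p = 0.830).

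The counts of probesets were set against other splits of the rats within cohort, 100 for each. In HIP 2 splits gave a count at least as large as the 3134 of cohort 1 (highest other 3183) and 1 each as large as the 2981 of cohort 2 (2797), the 1586 over both cohorts (3) and the 1065 in both cohorts (417). In P/FC 1 split, the real one, was as large for the 5163 of cohort 1 (highest other 3598), the 4430 of cohort 2 (3077), the 4166 over both cohorts (1) and the 2219 in both cohorts (267), and 1 for the 644 in both regions (2). The splits were drawn for each region apart, as the labels do not say which arrays share an animal, and a shared split could not exceed the 267 of P/FC in both regions. Chance is excluded for these counts at a share of splits under 0.05, though another split exceeded the count of cohort 1 of HIP, and the high counts of some other splits within a single cohort point to a structure of the samples besides line.

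The line differences of many probesets were weighed against RNA quality and against the share of other tissue. As the whole cause, RNA quality as far as a 3' to 5' ratio follows it is argued against by the calls with a ratio as a covariate. These were 853 in P/FC with that of Gapdh (828 of them among the 4166) and 2944 with that of Actb, and 1130 and 442 in HIP. Other splits of the rats fitted with the same ratio, 99 of them, gave at most 4, 15, 1 and 1. Splits without a ratio also gave few (at most 3 in HIP and 1 in P/FC), so they cannot show what a ratio leaves uncorrected. RNA quality that these ratios do not follow stays open. The share of other tissue as the whole cause is argued against by the calls that stay with marker scores. With striatum and meninges 2866 of the 4166 (68.8%) stayed, and with choroid plexus and thalamus 1483 of the 1586 (93.5%). As part of the cause both stay open in P/FC: 0 of 99 shuffled Gapdh ratios left as few calls (median 2819, lowest 963) and 0 of 99 shuffled Actb ratios (median 3912, lowest 3021), the median change fell from 0.215 to 0.151 with the Gapdh and 0.191 with the Actb ratio and the standard error grew 1.17-fold and 1.03-fold, 87.5% and 86.1% of the called probesets changed in the direction that their slope on the Gapdh and on the Actb ratio among FRL rats gives (72.6% and 69.2% in HIP), and the striatum markers had a median change of 0.53, so that RNA quality and dissection may contribute. In HIP, choroid plexus or thalamus as part of the cause stays open, as their markers go both ways (2 of 5 and 2 of 6 positive) and the larger median of -0.051 decides nothing, while 6 of 99 shuffled Gapdh ratios left as few calls as the 1130 with the Gapdh ratio, too many to decide its part, and 3 of 99 shuffled Actb ratios as few as the 442 (median 687, the median change fell from 0.199 to 0.163 and the standard error grew 1.28-fold), so that RNA quality as seen in Actb may contribute there. A difference of the lines in cell types or in the expression of these genes stays open in both regions and was not tested apart from these.

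Large line differences of single probesets were weighed against a sequence variant under the probes and against chromosome segments that differ between the lines. The other probesets of the genes had a median change, turned to the sign of the large one, of 0.10 in HIP and 0.15 in P/FC, above 0 and under 0.371 and 0.337, 0.5 times the median of the strongest, and 15 of 36 and 27 of 64 were called with the same sign, so that a variant under the probes may hold for some genes and cannot be told for the set. The next genes along the chromosome from those with large changes were called 1.99 times as often as all genes in HIP (12 of 80, permutation p = 0.0130), as such segments would give. In P/FC they were called 0.875 times as often (20 of 116, permutation p = 0.729), where 19.7% of all genes are called. This test thus shows no excess in P/FC next to genes with large changes. Next to all called genes, called genes were 1.36 times as frequent in HIP (162 of 1587, permutation p = 9.99e-04). In P/FC they were 1.06 times as frequent (847 of 4042, permutation p = 0.0350). The next genes of those with large changes had large changes themselves 6.86 times as often as all genes in HIP (2 of 80, permutation p = 0.0170) and 6.72 times in P/FC (4 of 116, permutation p = 0.00699). Within 5 genes on each side it was 6.00 times (8 of 366, permutation p = 9.99e-04) and 2.86 times (8 of 546, permutation p = 0.0160). Such segments would give this in both regions, but this test was chosen after the results were seen. The next genes are 1 pair in HIP and 2 in P/FC, and called genes within 5 were 1.13 times as frequent in P/FC (permutation p = 0.0539). No sequence of either line was at hand, so that regulation of the single genes stays open too.

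In some genes the rats of 1 line fell into a low and a high level in both regions, 6 probesets in each line with a gap of at least 0.8 on the log2 scale among 11109 in FRL and 10879 in FSL. For 11 of these 12 the number of rats at the low level was the same in both regions, where exchanged probesets gave a median of 6 and at most 11 (10000 exchanges, permutation p = 0.00150), and a pair of the 12 are both Rnase4. Car3 was low in 3 of 22 FRL rats and Rnase4 in 5 of 22, and in FSL Eif4ebp2 in 9 of 17 and Dgke in 2 of 17, while Igfbp2 was low in 19 and 14 of 22 FRL rats, the single exception (Eif4ebp2, Dgke and Igfbp2 were chosen after their values were seen). Alleles that segregate within a line are a candidate explanation. The labels do not say which arrays of the regions share an animal, so that whether the same rats are low in both stays open.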
